# Characterization of ribosome stalling and no-go mRNA decay stimulated by the fragile X protein, FMRP

**DOI:** 10.1016/j.jbc.2024.107540

**Published:** 2024-07-04

**Authors:** MaKenzie R. Scarpitti, Benjamin Pastore, Wen Tang, Michael G. Kearse

**Keywords:** neurological disease, ribosome, RNA binding protein, translation control, translation regulation

## Abstract

Loss of functional fragile X mental retardation protein (FMRP) causes fragile X syndrome and is the leading monogenic cause of autism spectrum disorders and intellectual disability. FMRP is most notably a translational repressor and is thought to inhibit translation elongation by stalling ribosomes as FMRP-bound polyribosomes from brain tissue are resistant to puromycin and nuclease treatment. Here, we present data showing that the C-terminal noncanonical RNA-binding domain of FMRP is essential and sufficient to induce puromycin-resistant mRNA•ribosome complexes. Given that stalled ribosomes can stimulate ribosome collisions and no-go mRNA decay (NGD), we tested the ability of FMRP to drive NGD of its target transcripts in neuroblastoma cells. Indeed, FMRP and ribosomal proteins, but not poly(A)-binding protein, were enriched in isolated nuclease-resistant disomes compared to controls. Using siRNA knockdown and RNA-seq, we identified 16 putative FMRP-mediated NGD substrates, many of which encode proteins involved in neuronal development and function. Increased mRNA stability of four putative substrates was also observed when either FMRP was depleted or NGD was prevented *via* RNAi. Taken together, these data support that FMRP stalls ribosomes but only stimulates NGD of a small select set of transcripts, revealing a minor role of FMRP that would be misregulated in fragile X syndrome.

Loss of functional fragile X mental retardation protein (FMRP) causes fragile X syndrome (FXS) (1, 2, 3, 4) and is the leading monogenic cause of autism spectrum disorders and intellectual disability (5). FMRP is an RNA-binding protein that is highly expressed in the brain and gonads of both males and females (6); however, males are more phenotypically affected due to the X-linked mutation. While the complete molecular mechanism of FMRP has been disputed, most data support that FMRP acts as a translational repressor by inhibiting elongating ribosomes (7, 8, 9, 10, 11), yet FMRP may also inhibit the initiation of specific mRNAs or in certain contexts (12, 13, 14). Thus, at least one facet of the FXS phenotype is believed to be caused by aberrant and de-repressed protein synthesis at neuronal synapses (15, 16, 17).

The ability of FMRP to act as an RNA-binding protein is centered in all proposed models of FMRP function (6). To bind RNA, FMRP harbors at least three RNA-binding elements, including two canonical and structured KH1 and KH2 domains, as well as a short RGG box motif within the long flexible C-terminal domain (CTD) (18, 19, 20). A third KH domain (*i.e.*, KH0) has been reported based off of structural homology (20) but does not have detectable RNA-binding ability *in vitro* (21). We and others have previously biochemically dissected human FMRP and reported that the RGG box motif and the adjacent CTD together are essential and sufficient to inhibit translation of multiple reporter mRNAs in rabbit reticulocyte lysate (RRL) (8, 9). Importantly, our recent work has shown that the RGG box motif and CTD together, but not separately, form a noncanonical RNA-binding domain (ncRBD) that allows broader RNA-binding ability than previously reported (9). This observation helps explain the inability to identify a consensus motif for FMRP target transcripts in cells.

Consistent with the role of FMRP inhibiting translation elongation in neurons, FMRP is in association with puromycin- and RNase-resistant polyribosome complexes isolated from mouse brain (7). Since the ability of puromycin to act as a polypeptide chain terminator is specific for actively elongating ribosomes or those with an unoccupied A site (22), the puromycin-resistant complexes are thought to be translationally stalled. This is supported by the tight ribosome packing that is resistant to nuclease treatment. In alignment with this model, our recent work has shown that human FMRP inhibits the translation of nanoLuciferase (nLuc) reporter mRNA and causes the accumulation of ribosomes on reporter mRNA *in vitro*. Importantly, our *in vitro* FMRP-mediated translational control system faithfully recapitulates the formation of puromycin-resistant ribosomes on reporter mRNAs with human FMRP (9, 23) similar to what has been reported in brain tissue (7).

It is now widely understood that stalled ribosomes often trigger ribosome collisions that subsequently stimulate the no-go mRNA decay (NGD) pathway. In such examples, the leading ribosome is inactive and sterically hinders trailing ribosomes (24, 25). The interface between collided ribosomes forms a unique substrate for the ubiquitin E3 ligase ZNF598 (26) (Hel2 in yeast (27, 28)). After ubiquitylation of small ribosomal subunit proteins RPS10 and RPS20 by ZNF598 (29), an endonuclease (Cue2 in yeast (30), NONU-1 in *Caenorhabditis elegans* (31), and likely N4BP2 in humans (30)) is recruited to cleave the mRNA between collided ribosomes. Ribosome collisions and NGD are generally thought to be a quality control mechanism for cells to identify and destroy damaged or truncated mRNAs that, if translated, may be toxic. However, given that multiple lines of evidence support the ability of FMRP to stall elongating ribosomes, it is plausible, yet untested, that one role of FMRP is to induce ribosome collisions and NGD to negatively regulate gene expression of its target mRNAs.

In this report, we test and characterize the ability of FMRP to form puromycin-resistant mRNA•ribosome complexes and to cause ribosome collisions *in vitro* in RRL, as well as to stimulate NGD in neuroblastoma cells. Using a series of biochemical approaches, RNAi, and RNA-seq, the data presented here support that FMRP does stall ribosomes and stimulates NGD in neuroblastoma cells on a small number of transcripts, revealing a minor role of FMRP that would be misregulated in FXS when FMRP is lost.

## Results

### The ncRBD of FMRP, composed of the RGG box motif and the CTD, is essential and sufficient to stall ribosomes *in vitro*

Recombinant N-terminally truncated human FMRP (NT-hFMRP) (Fig. 1, *A* and *B*) has been shown to be more stable than recombinant full-length FMRP and retains translational repression activity (32). Using NT-hFMRP, we previously reported that FMRP inhibits translation, causes the accumulation of ribosomes on translationally repressed transcripts, and forms puromycin-resistant mRNA•ribosome complexes *in vitro* (9). Additionally, we have detailed that the RGG box motif and the CTD together form an ncRBD which elicits broad RNA-binding ability. Here, we use our published puromycin-induced mRNA•ribosome dissociation assay (9, 23) with nLuc reporter mRNPs formed with WT and mutant FMRP to test and confirm that the translationally repressive ncRBD of FMRP also drives the formation of puromycin-resistant mRNA•ribosome complexes (Figs. 1, *A* and *B* and S1). This assay takes advantage of the tyrosyl-tRNA mimic, puromycin, to act as a chain terminator of translation and to cause dissociation of the mRNA from ribosomes that are actively elongating or are in the unrotated/classic state with an unoccupied A site (22, 33, 34, 35). Reporter mRNA is carried into the ribosome pellet through a sucrose cushion if the ribosome is puromycin-resistant and stays bound to the mRNA. As expected, the control reaction with nLuc mRNA and control recombinant Tag protein, which does not inhibit translation (9), was sensitive to puromycin as indicated by the recovery of only ∼50% of reporter mRNA in the ribosome pellet (Fig. 1*C*). As previously shown (9), WT NT-hFMRP did cause puromycin-resistant mRNA•ribosome complexes (Fig. 1*C*). Notably, two rare FXS mutations, I304N (a missense mutation in the KH2 domain) and ΔRGG+CTD (a guanine insertion within the RGG box causing a frameshift and truncated isoform), that we previously shown to have different effects on translational repression (9), had opposing effects in the puromycin-induced mRNA•ribosome dissociation assay. I304N NT-hFMRP inhibits translation (9) and causes puromycin-resistant mRNA•ribosome complexes, similar to WT NT-hFMRP (Fig. 1). Conversely, ΔRGG+CTD NT-hFRMP does not inhibit translation (9) and causes puromycin-sensitive mRNA•ribosome complexes (Fig. 1).

**Figure 1:**
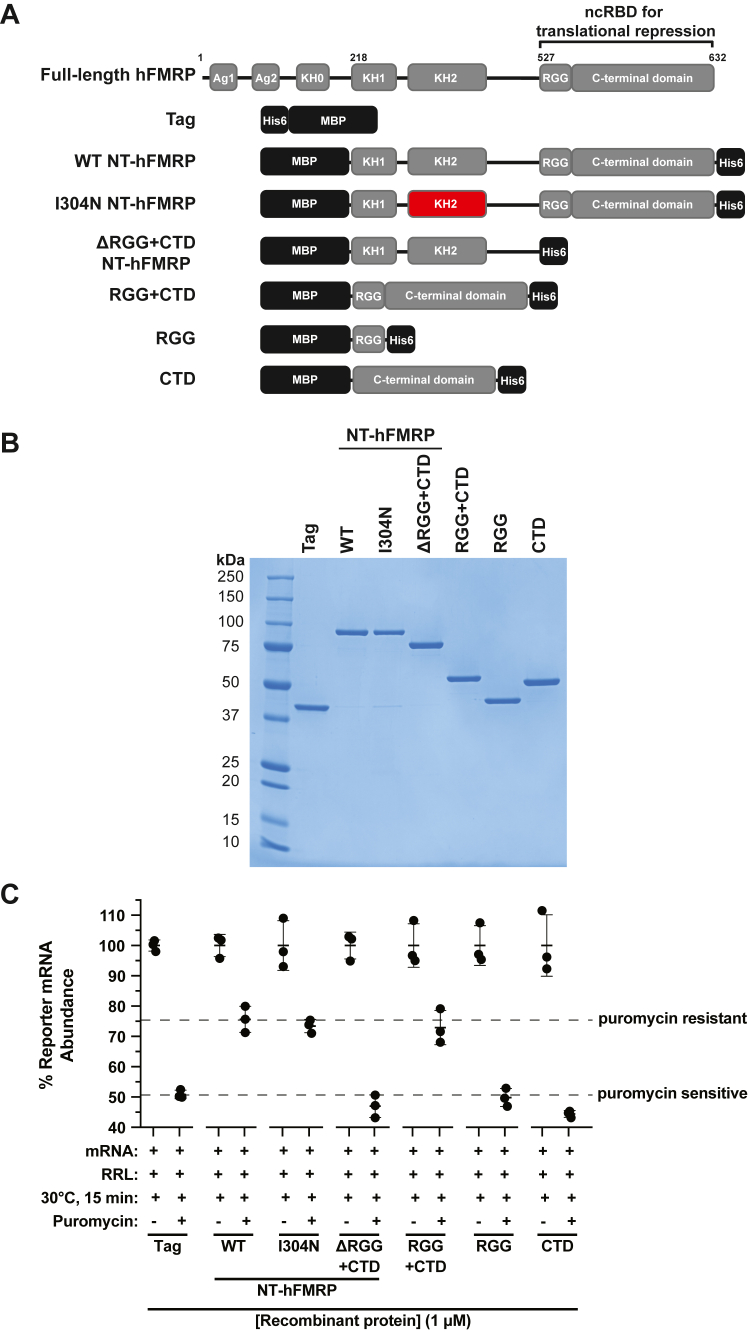
**The noncanonical RBD is essential and sufficient to cause puromycin-resistant mRNA•ribosome complexes *in vitro*.***A*, schematic of full-length human FMRP and recombinant N-terminally truncated human FMRP. Mutated/truncated domains are highlighted in *red*. The noncanonical RBD (ncRBD) required and sufficient for translational repression is shown on consists of residues 527–632 of full-length human FMRP (9). *B*, coomassie stain of recombinant proteins. *C*, relative quantification of nLuc reporter mRNA pelleted through a 35% (w/v) sucrose cushion after a low-speed centrifugation. nLuc•recombinant protein mRNPs were translated in RRL and treated with 0.1 mM puromycin (final) before being overlayed on the cushion and low-speed centrifugation. Final concentration of recombinant protein was 1 μM. Data are shown as mean ± SD. n = 3 biological replicates. Comparisons of the puromycin-treated samples were made using a two-tailed unpaired *t* test with Welch’s correction. Exact *p*-values are listed in Table S1.

We now confirm that the ncRBD is essential and sufficient to not only inhibit translation (9) but to also form puromycin-resistant mRNA•ribosome complexes (Fig. 1). The RGG box and the CTD alone formed puromycin-sensitive mRNA•ribosome complexes. However, the RGG box and CTD together, forming the ncRBD, resulted in puromycin-resistant mRNA•ribosome complexes to similar levels as seen for WT NT-hFMRP (Fig. 1).

### FMRP-mediated stalled ribosomes are distinct from mRNA structure–mediated stalled ribosomes

It is widely believed that stalled ribosomes often cause ribosome collisions, which in turn can stimulate NGD. One method used in the field to drive robust formation of stalled and collided ribosomes on reporter mRNAs is to delete the stop codon and insert a large GC-rich hairpin downstream (Fig. 2*A*). Collided ribosomes can then be detected by treating lysates with an endonuclease (*e.g.*, S7/micrococcal nuclease) and subsequent separation on sucrose gradients. The closely packed collided ribosomes occlude the nuclease from digesting the mRNA between ribosomes, enabling the detection of stable collided ribosomes in the disome or trisome fractions. Indeed, when compared to the control reporter mRNA, deletion of the stop codon and insertion of the hairpin in the collision reporter mRNA did result in nuclease-resistant disomes and trisomes in RRL (Figs. 2, *B*–*E* and S2). However, despite demonstrating that recombinant NT-hFMRP inhibits translation, causes the accumulation of ribosomes on translationally repressed transcripts, and forms puromycin-resistant mRNA•ribosome complexes in RRL (9) (Fig. 1), we were unable to detect nuclease-resistant collided ribosomes (*e.g.*, disomes) in inhibited translation reactions using both nLuc and Firefly Luciferase (FFLuc) reporter mRNAs across multiple concentrations of FMRP (Figs. S3–S6). RRL may lack brain-specific factors that stabilize or form FMRP-induced nuclease-resistant disomes. Additionally, FMRP may induce ribosome stalls closer to the 5ʹ end of the ORF which would limit disome formation or create collided ribosomes that are still sensitive to nuclease treatment.

**Figure 2:**
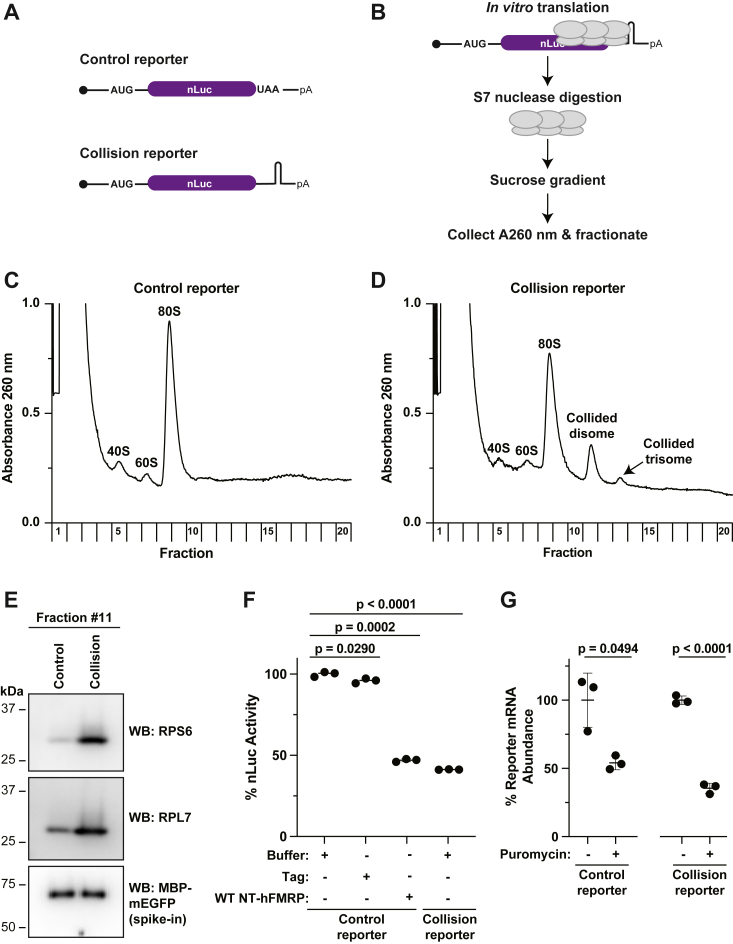
**Ribosomes stalled due to mRNA structure are puromycin-sensitive.***A*, schematic of control and collision reporter mRNAs. The control reporter harbors a stop codon, and the collision reporter lacks a stop codon but harbors a large GC-rich hairpin downstream of the nLuc coding sequence. *B*, schematic of workflow to detect S7/micrococcal nuclease-resistant ribosome collisions on reporter mRNAs in RRL. *C* and *D*, polysome analysis of translated control (*C*) and collision reporter mRNAs (*D*) in the absence of recombinant FMRP with nuclease treatment. The collision reporter mRNA generates nuclease-resistant disomes and trisomes, with a concurrent decrease in 80S monosomes as compared to the control reporter mRNA. *E*, anti-RPS6 and anti-RPL7 Western blots of fraction #11 (disome peak) which contains nuclease-resistant disomes. Recombinant MBP-mEGFP was spiked in and used as a loading control. *F*, *in vitro* translation of control and collision reporter mRNAs pre-incubated with protein storage buffer (Buffer) or the indicated recombinant protein (1 μM final). *G*, relative quantification of nLuc control and collision reporter mRNAs pelleted through a 35% (w/v) sucrose cushion after a low-speed centrifugation. mRNAs were translated in RRL in the absence of recombinant FMRP and treated with 0.1 mM puromycin (final) before being overlayed on the cushion and low-speed centrifugation. Data are shown as mean ± SD. n = 3 biological replicates. Comparisons were made using a two-tailed unpaired *t* test with Welch’s correction.

Nevertheless, the collision reporter does allow us to assess whether differentially stalled ribosomes (*i.e.*, FMRP-mediated *versus* structure-mediated) are distinct. Consistent with its inability to stimulate termination and subsequent formation of collided ribosomes, the collision reporter mRNA was translated ∼3-fold less compared to the control reporter mRNA (both in the absence of FMRP) (Fig. 2*F*, lanes 1 *versus* 4). A similar decrease in translation was seen with WT-hFMRP–mediated inhibition on the control reporter mRNA (Fig. 2*F*, lanes 2 *versus* 3).

Using the same puromycin-induced mRNA•ribosome dissociation assay as described above, we next compared ribosomes inhibited by FMRP on the control reporter mRNA to ribosomes that were stalled by the hairpin on the collision reporter mRNA without FMRP. The mRNA•ribosome complexes formed by NT-hFMRP–mediated inhibition of the control reporter were resistant to puromycin (Fig. 1*C*). Conversely, the mRNA•ribosome complexes formed on the collision reporter mRNA in the absence of FMRP were sensitive to puromycin (Fig. 2*G*, right), which was similar to what was observed for mRNA•ribosome complexes formed on the control reporter mRNA in the absence of FMRP (Fig. 2*G*, left). It should be noted that *bona fide* inhibited and stalled ribosomes *via* emetine treatment are hypersensitive to puromycin (36, 37, 38). This is most likely due to the ribosome being in a state that more optimally accepts puromycin as a substrate. Together, these data suggest that FMRP-mediated stalled ribosomes are distinct from mRNA structure–mediated stalled ribosomes.

### FMRP regulates the stability of only a small set of targeted transcripts in cells

We next asked if endogenous FMRP cosediments with nuclease-resistant collided ribosomes in Neuro2A (N2A) cells, as was shown in brain lysates (7). S7 nuclease treatment did collapse polysomes into monosomes (Figs. S7, *A* and *B* and S8) and shifted signal for ribosomal proteins S6 and L7 from polysomes to monosomes on subsequent Western blots (Fig. S7, *C*–*F*). When probing the fraction that corresponds to collided disomes (*i.e.*, fraction #11), endogenous FMRP, RPS6, and RPL7 were significantly increased in the disome fraction in the nuclease-treated samples compared to the control (non-nuclease treated) samples (Fig. S7, *G*–*I*). This is consistent with FMRP inhibiting elongating ribosomes and causing them to collide. Importantly, this pattern was specific to ribosomal proteins and FMRP; poly(A)-binding protein (PABPC1) was depleted from the collided disome fraction upon nuclease treatment as expected since it should not be enriched on collided ribosomes (Fig. S7, *G*–*I*).

We next asked if FMRP could stimulate NGD of its target transcripts in N2A cells. We rationalized that if FMRP does have this function, depletion of FMRP should increase steady-state levels of its NGD-regulated transcripts. Depletion of the early and essential NGD factor, Zfp598 (ZNF598 in human cells, Hel2 in yeast), should cause an increase in all *bona fide* NGD targets. Thus, the overlapping transcripts that increase would be putative FMRP-mediated NGD substrates. To test this hypothesis, we performed RNA-seq of cells after 72 h knockdown (KD) with two independent Scramble control siRNAs, two independent siRNAs targeting *Fmr1*, or two independent siRNAs targeting *Zfp598* (Fig. 3*A*). 

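N2A cells are a mouse neuroblastoma line, and an siRNA is a short double-stranded RNA that directs degradation of the mRNA it matches. Each of the 3 conditions (Scramble KD, *Fmr1* KD and *Zfp598* KD) was represented by 6 libraries, with 3 libraries for each of its 2 siRNAs. The siRNAs of a condition are called siRNA A and siRNA B here, and the libraries replicates A1 to A3 and B1 to B3. RNA was taken 72 h after transfection and depleted of rRNA. The authors trimmed the reads, aligned them to GRCm39 with STAR, counted those on exons of genes with featureCounts, and deposited these counts without normalization for 55414 genes. Total counts per library ranged from 12151589 to 15414590 for Scramble KD (median 14623407), from 13213653 to 14005697 for *Fmr1* KD (median 13677981.5) and from 7674724 to 13360908 for *Zfp598* KD (median 11840940.5). The lowest totals were those of *Zfp598* KD replicates A3 (7674724) and A2 (10856132). In these libraries a single feature without an entry in the GENCODE M39 annotation took 25.8% and 15.2% of the counts, whereas its median share in Scramble KD was 5.62%. No pair of libraries of one siRNA differed by as little as sampling noise, with a chi-square per degree of freedom of at least 2.78 over the 18 pairs, so all 18 libraries were kept as separate samples.

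The counts were normalized for library size with edgeR's TMM method, and genes with too few counts were removed with filterByExpr (minimum count 10), which left 17901 genes. All 18 libraries entered one quasi-likelihood model with the condition as the only term, so that both siRNAs of a condition were pooled as in the paper. A gene was called higher or lower when its Benjamini-Hochberg adjusted p was under 0.05 and its change was more than 2-fold. A second model with 6 groups, 1 for each siRNA, compared each KD siRNA with the Scramble siRNA of the same letter. Libraries of one siRNA are replicate transfections, so pooling treats differences between siRNAs as differences between libraries. The counts give counting error only, since the libraries carry no molecular identifiers that separate PCR copies.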

To increase the statistical power of the analysis and gain higher confidence, we performed KD in triplicate per independent siRNA and then pooled the RNA-seq data for each KD condition (*i.e.*, Scramble KD, *Fmr1* KD, and *Zfp598* KD), for a combined n = 6 per condition (Fig. 3, *B* and *C*). 

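*Fmr1* lies on the forward strand of chromosome X of GRCm39 from 67722124 to 67761578 and encodes FMRP. Its level was 60.2 ± 6.51 CPM (counts scaled to the library size; SD, n = 6) in Scramble KD, 22.4 ± 5.13 CPM (SD, n = 6) in *Fmr1* KD and 59.4 ± 10.4 CPM (SD, n = 6) in *Zfp598* KD. The log2 fold change in *Fmr1* KD was -1.43 (standard error 0.145, adjusted p = 1.26e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 *Fmr1* KD libraries were below all 6 Scramble KD libraries (two-sided exact permutation test, p = 0.00216, the smallest p that 6 against 6 allow). With siRNA A the log2 fold change was -1.60, and with siRNA B it was -1.30. In *Zfp598* KD with both siRNAs pooled, *Fmr1* was not distinguishable from Scramble KD (log2 fold change -0.02, adjusted p = 0.962 from edgeR's quasi-likelihood test). This value averages opposite changes, 0.29 with *Zfp598* siRNA A (adjusted p = 0.108) and -0.33 with *Zfp598* siRNA B (adjusted p = 0.0360, same edgeR test). The difference between these siRNAs also passed (adjusted p = 0.00882 from the edgeR test).

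*Zfp598* lies on the forward strand of chromosome 17 from 24888631 to 24900993. Its level fell from 118.04 ± 9.49 CPM (SD, n = 6) in Scramble KD to 41.1 ± 5.40 CPM (SD, n = 6) in *Zfp598* KD. This is a log2 fold change of -1.53 (standard error 0.1003, adjusted p = 1.17e-08 from edgeR's quasi-likelihood test), again with no overlap between the libraries (two-sided exact permutation test, p = 0.00216). The 2 siRNAs lowered *Zfp598* alike, with log2 fold changes of -1.54 for siRNA A and -1.52 for siRNA B. In *Fmr1* KD the level of *Zfp598* was 104.5 ± 11.1 CPM (SD, n = 6), a log2 fold change of -0.18 (adjusted p = 0.303 from edgeR's quasi-likelihood test). When the counts of each siRNA were summed, leaving 2 values per condition, the log2 fold changes were -1.43 for *Fmr1* and -1.56 for *Zfp598*, and the adjusted p rose to 0.999 and 0.255 in edgeR's quasi-likelihood test.

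**Figure D1:**
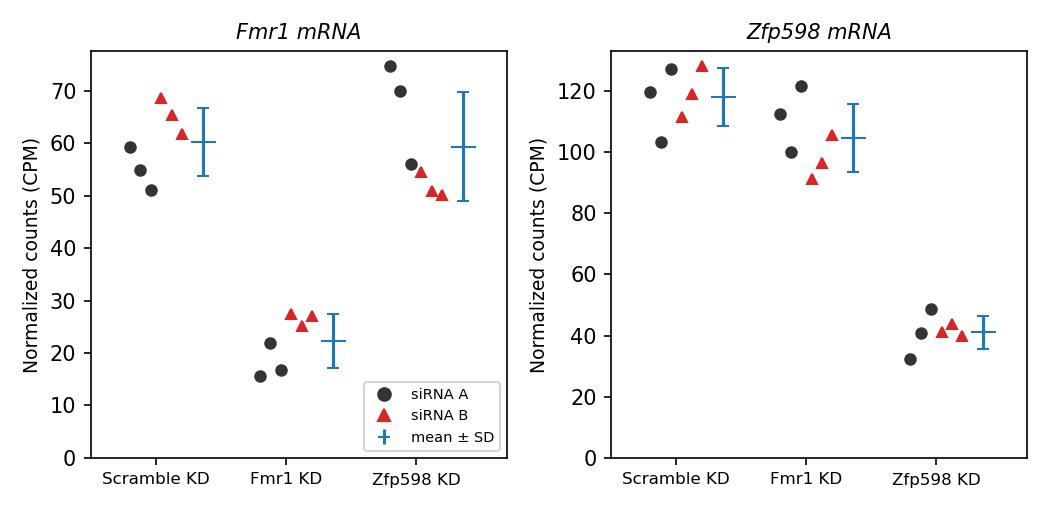
Levels of *Fmr1* and *Zfp598* in CPM in each of the 18 libraries, by condition and siRNA, with the mean and SD of the 6 libraries of a condition. In *Fmr1* KD the mean level of *Fmr1* was 22.4 CPM, and in *Zfp598* KD that of *Zfp598* was 41.1 CPM.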

As expected and in agreement with Western analysis (Fig. 3*A*), each target was significantly depleted in their respective KD samples (Fig. 3, *B* and *C*, blue data points). Using a two-fold RNA fold change cut off (adjusted *p* < 0.05), we identified 132 and 55 transcripts that increased with *Fmr1* and *Zfp598* depletion, respectively (Fig. 3, *B* and *C*, Tables S2 and S3). Of these transcripts, 16 increased at least 2-fold in both KD conditions compared to the Scramble controls (Fig. 3, *B* and *C* red data points and Fig. 3*D*), representing putative FMRP-mediated NGD substrates. 

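Of the 17901 genes tested, 119 were higher and 60 lower in *Fmr1* KD than in Scramble KD, and 45 were higher and 38 lower in *Zfp598* KD. Without the fold change criterion, 1170 genes differed in *Fmr1* KD and 351 in *Zfp598* KD at an adjusted p under 0.05. Most genes called higher were weakly counted, since 97 of the 119 and 30 of the 45 had a mean of less than 50 counts per library. More than 2-fold higher with each of the 2 siRNAs were 52 of the 119 genes and 9 of the 45. Comparing only the siRNA B libraries gave 661 higher genes for *Fmr1* and 589 for *Zfp598*, while siRNA A gave 162 and 47. With the counts of each siRNA summed, so that 2 siRNAs are compared with 2, no gene passed in either KD, against 326 and 189 genes that were higher at an unadjusted p under 0.05. A test against a 2-fold change with glmTreat likewise gave 0 higher genes in each KD, against 65 and 26 at an unadjusted p under 0.05. Leaving out 1 library at a time gave 78 to 135 higher genes in *Fmr1* KD. In *Zfp598* KD the same procedure gave 14 genes without *Zfp598* KD replicate B3 and 108 without *Zfp598* KD replicate A1. DESeq2, the tool the paper names, gave 168 higher genes in *Fmr1* KD and 72 in *Zfp598* KD. All these numbers include genes higher in both KDs, whereas Fig. 3D places the paper's 2 numbers outside the overlap. Outside the overlap, edgeR gave 110 higher genes in *Fmr1* KD and 36 in *Zfp598* KD, and DESeq2 gave 151 and 55.

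Among called genes that changed in the same direction with both siRNAs, the largest rises in *Fmr1* KD were those of *Cxcl10* (log2 fold change 4.06), *Grap2* (2.75) and *Icam1* (2.68). *Cxcl10* rose by 4.57 with siRNA A and by 0.89 with siRNA B on the log2 scale, and *Icam1* stood at 4.79 CPM in replicate B1 against at most 1.90 CPM in the other *Fmr1* KD libraries. The largest falls among these genes were those of *Caly* (-2.30), *Fa2h* (-2.14) and *Tpi-rs11* (-2.01), a processed pseudogene whose counts could include reads of its parent gene. In *Zfp598* KD, *Ppy* (3.19), *Ddc* (2.64) and *Tbr1* (2.26) rose most among the called genes of this kind. *Ppy* rose by 0.94 with siRNA A and by 4.63 with siRNA B, and *Ddc* by 0.33 and 4.19. The largest falls of called genes that fell with both siRNAs were those of *Fa2h* (-2.20) and *Tas2r135* (-1.53), followed by *Zfp598* itself. *Prkg2* (-2.05) was also called lower in *Zfp598* KD, but it changed by 0.30 with siRNA A and by -3.51 with siRNA B.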

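In the pooled comparison, 9 genes were called higher in both KDs, and 7 of them are among the 16 genes of Fig. 3E (*Id3*, *Fbn1*, *Map3k8*, *Rrh*, *A430057M04Rik*, *Bhlha15* and *Dbh*). The other 2 were the long noncoding RNA genes *Gm20186* and *Gm36757*. All 16 genes of Fig. 3E were more than 2-fold higher in each KD, with log2 fold changes of 1.15 to 2.09 in *Fmr1* KD and 1.09 to 2.46 in *Zfp598* KD. Of the 16, 11 passed an adjusted p of 0.05 in *Fmr1* KD and 9 in *Zfp598* KD over all genes tested, and the largest adjusted p was 0.0921 and 0.105 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 16 passed in each KD, which is not independent evidence because the study chose the list on these libraries. A mean of less than 50 counts per library was found for 13 of the 16 genes. With DESeq2, 15 of the 16 were called higher in both KDs, and it gave no adjusted p for *Tbr1* in *Zfp598* KD.

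*Id3*, on chromosome 4 from 135870808 to 135873066, rose from 4.17 ± 1.11 CPM (SD, n = 6) in Scramble KD to 14.1 ± 1.24 CPM in *Fmr1* KD (log2 fold change 1.76, standard error 0.188, adjusted p = 2.27e-05 from edgeR's quasi-likelihood test) and to 10.6 ± 2.89 CPM in *Zfp598* KD (log2 fold change 1.36, standard error 0.190, adjusted p = 0.00109 from the same edgeR test). In both KDs all 6 libraries were above all 6 Scramble KD libraries (two-sided exact permutation test, p = 0.00216). Against the Scramble siRNA of the same letter, *Id3* rose by 1.52 and 2.03 on the log2 scale with *Fmr1* siRNAs A and B. With *Zfp598* siRNA A it rose by 0.77, less than 2-fold, and with *Zfp598* siRNA B by 1.87. The difference in KD effect between the *Zfp598* siRNAs passed an interaction test (adjusted p = 0.00811 from the edgeR test). *Dbh*, on chromosome 2 from 27055245 to 27074212, had 0.922 ± 0.370 CPM (SD, n = 6) in Scramble KD, 2.33 ± 1.33 CPM in *Fmr1* KD (log2 fold change 1.35, adjusted p = 0.0408 from the edgeR test) and 4.19 ± 1.39 CPM in *Zfp598* KD (2.20, adjusted p = 0.0061 from the edgeR test). It rose by 2.50 on the log2 scale with *Fmr1* siRNA B but changed by -0.05 with *Fmr1* siRNA A, and the difference between the siRNAs passed an interaction test (adjusted p = 9.36e-04 from the edgeR test). The controls enter this difference, since the mean of *Dbh* was 1.23 CPM with Scramble siRNA A and 0.61 CPM with Scramble siRNA B. With *Fmr1* siRNAs A and B the means were 1.19 and 3.48 CPM. *Map3k8*, on chromosome 18 from 4331327 to 4353463, had 1 to 7 counts per Scramble KD library and a log2 fold change of 2.09 in *Fmr1* KD (adjusted p = 0.00162 from the edgeR test) and 1.61 in *Zfp598* KD (adjusted p = 0.0341 from the edgeR test). *Tbr1*, on chromosome 2 from 61633274 to 61644458, had 1 to 6 counts per Scramble KD library and log2 fold changes of 1.80 (adjusted p = 0.0713 from the edgeR test) and 2.26 (adjusted p = 0.0455 from the edgeR test). In *Grb10*, 1 library carried much of the rise in *Fmr1* KD, with 4.12 CPM in replicate B1 against at most 1.28 CPM in the others, and without that library its log2 fold change was 1.32 in place of 1.96.

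Both KDs are compared with the same Scramble KD libraries, which makes their fold changes correlate with no effect at all. Across genes, which are not independent replicates, the log2 fold changes in the 2 KDs had a Pearson r of 0.464. Simulated unchanged groups against the same controls gave a mean r of 0.488 when only libraries varied, with 0 shared genes at most, and a mean r of 0.495 when siRNAs also varied, with 30.3 shared genes on average (21 to 43 over 100 simulations). The variance between siRNAs in that simulation was estimated per gene with negative estimates set to 0, which can overstate it. The same simulation gave a mean of 135.55 higher genes for *Zfp598* KD (110 to 163), against 45 observed. For *Fmr1* KD it gave 138.23 (103 to 170), against 119 observed. Since it gave too many calls for *Zfp598* KD, its 30.3 shared genes may be too many as well. The paper reasons that transcripts that rise in both KDs, and so lie in the overlap, would be putative FMRP-mediated NGD substrates, and presents them as such.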

Upon mining published data sets, we found that 14 of the 16 putative FMRP-mediated NGD substrates have been identified in a mouse brain FMRP crosslinking immunoprecipitation (CLIP)-seq data set (Fig. 3*E* and Table S4) (39), suggesting that the observed effects are direct rather than secondary or downstream. To validate these results, we repeated the *Fmr1* and *Zfp598* knockdowns, individually and in combination, and measured steady state mRNA levels by RT-qPCR. Only four putative targets identified by RNA-seq were reproducible by RT-qPCR for both independent siRNAs (Fig. S9), namely *Id3*, *Dbh*, *Map3k8*, and *Tbr1*. Double knockdown of *Fmr1* and *Zfp598* did not result in increased levels over either single knockdown, suggesting that FMRP and ZFP598 act within the same decay pathway for these four transcripts.

**Figure 3:**
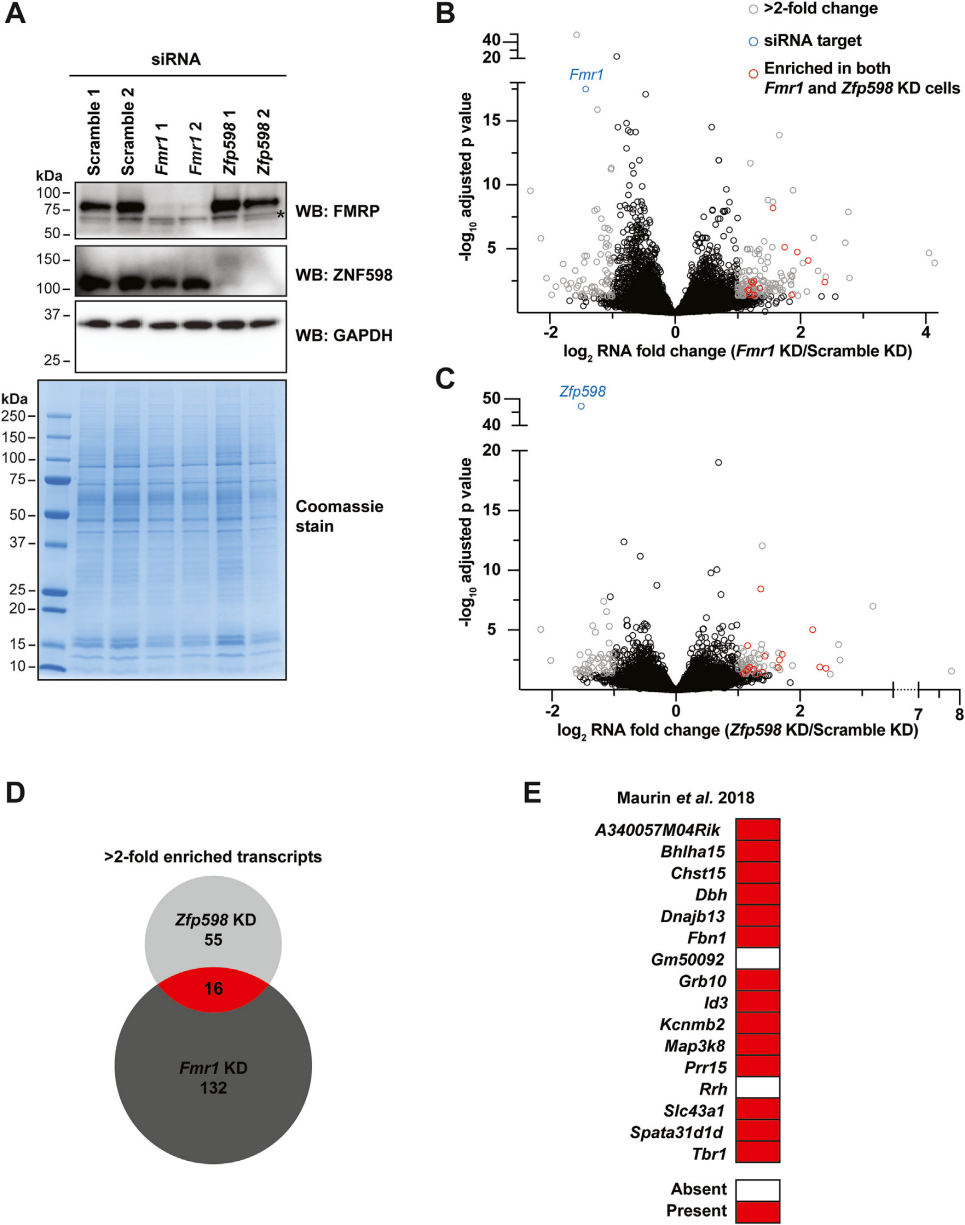
**RNA-seq reveals 16 transcripts as putative FMRP-mediated NGD targets in mouse N2A cells.***A*, anti-FMRP and anti-ZFP98 Western blots of N2A cell lysates treated with the indicated siRNAs. GAPDH was used as a loading control. ∗Denotes nonspecific immunoreactivity. Whole cell lysates were also separated by SDS-PAGE and stained with Coomassie as an additional loading control. *B* and *C*, volcano plots of RNA-seq data comparing Scramble control to *Fmr1* KD (*B*) or *Znf598* KD (*C*). Two independent siRNAs were used in triplicate per target for n = 6 per target. Transcripts enriched >2-fold (adjusted *p* < 0.05) in both *Fmr1* and *Zfp598* KD conditions are highlighted in *red*. *D*, venn diagram of >2-fold enriched transcripts in *Fmr1* and *Zfp598* KD conditions. Sixteen transcripts are enriched in both KD conditions tested (*red*). *E*, 14 of the 16 identified transcripts (*red* in *D*) are found in mouse brain FMRP CLIP-seq in Maurin *et al.* (39).

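Each siRNA was also compared with the Scramble siRNA of the same letter, 3 libraries against 3. With *Fmr1* siRNA B all 16 genes of Fig. 3E were more than 2-fold higher (median log2 fold change 1.99), and with *Fmr1* siRNA A 9 were (median 1.17). With *Zfp598* siRNA B all 16 were more than 2-fold higher (median 2.03, range 1.30 to 3.89), whereas with *Zfp598* siRNA A only *Dbh* was (log2 fold change 1.36, with a median of 0.52 over the 16). None of the 16 was more than 2-fold higher with all 4 siRNAs in these comparisons. With *Zfp598* siRNA A, 14 of the 16 had a log2 fold change above 0. Against all 6 Scramble KD libraries in place of those of the same letter, 4 of the 16 were more than 2-fold higher with *Zfp598* siRNA A (median 0.76) and all 16 with *Zfp598* siRNA B (median 1.83).

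**Figure D2:**
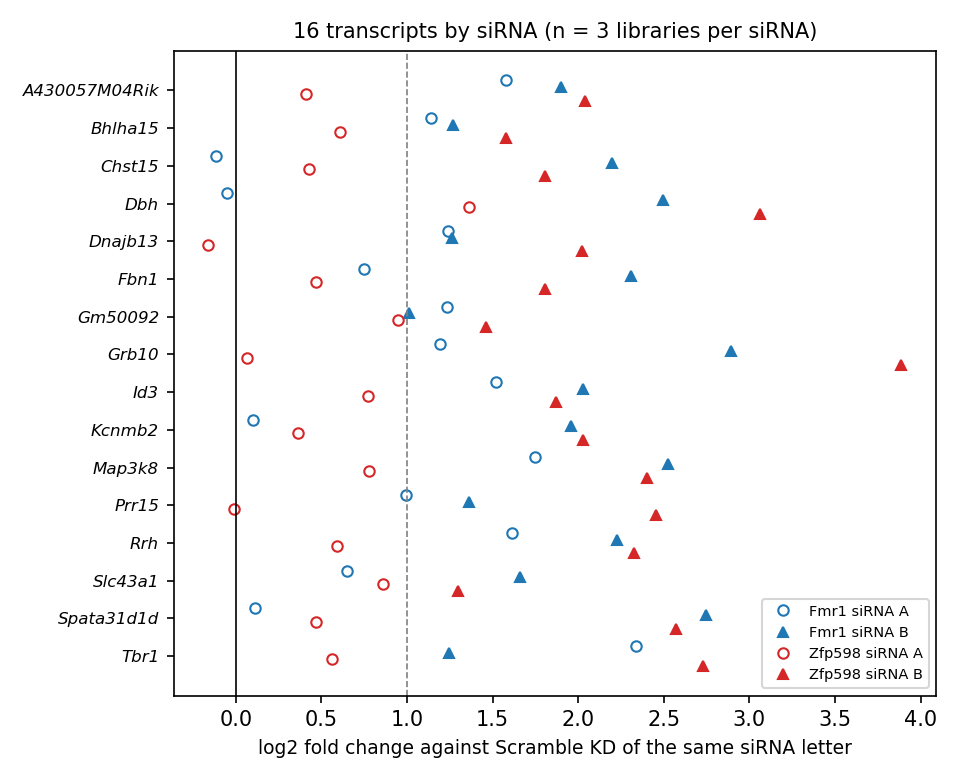
Log2 fold change of each of the 16 genes of Fig. 3E with each of the 4 siRNAs against the Scramble siRNA of the same letter. The 16 genes lie between 1.30 and 3.89 with *Zfp598* siRNA B and between -0.16 and 1.36 with *Zfp598* siRNA A.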

To confirm the effects seen are due to changes in mRNA stability, we pursued measuring the change in mRNA half-life (t_1/2_) in N2A cells after *Fmr1* or *Zfp598* depletion using Roadblock-qPCR, which takes advantage of 4-thiouridine (4SU) incorporation into mRNA and the ability to form 4SU-*N*-ethylmaleimide adducts that block reverse transcriptase (40). Two independent siRNAs were used per KD target in triplicate, for a combined n = 6, per condition for each timepoint over an 8 h time course. Seventy-two hours after KD, N2A cells were treated with 4SU and total RNA was harvested at the indicated timepoints. In agreement with Western analysis and RNA-seq (Fig. 3, *A*–*C*), at t = 0 h, *Fmr1* and *Zfp598* mRNAs were significantly depleted in their respective KD samples (Fig. 4, *A* and *B*). Validating the Roadblock-qPCR approach in these cells, we did observe the robust stability of *Actb* mRNA (Fig. 4*C*) and instability of *Sesn2* mRNA (Fig. 4*D*, black data points and curve) over 8 h with the Scramble negative control siRNAs. Importantly, the short t_1/2_ of *Sesn2* mRNA was neither sensitive to *Fmr1* KD nor *Zfp598* KD when comparing the t_1/2_ 95% CI (Fig. 4, *D* and *E*). Importantly, we did observe a ∼1.7-fold increase that was statistically significant in the t_1/2_ of the FMRP-targeted *Id3* mRNA with both *Fmr1* and *Zfp598* KD. However, *Id3* mRNA was not completely stabilized over the 8 h time course, suggesting it is naturally unstable and/or under regulation of other mRNA decay pathways. Similar increased stability was observed for *Dbh*, *Map3k8*, and *Tbr1* mRNAs (Fig. S10), all of which were identified in our RNA-seq analysis as putative FMRP-mediated NGD substrates and were identified in a mouse brain FMRP CLIP-seq dataset (39). In total, these data provide evidence that FMRP can stall ribosomes to stimulate NGD on a small select set of targeted transcripts.

**Figure 4:**
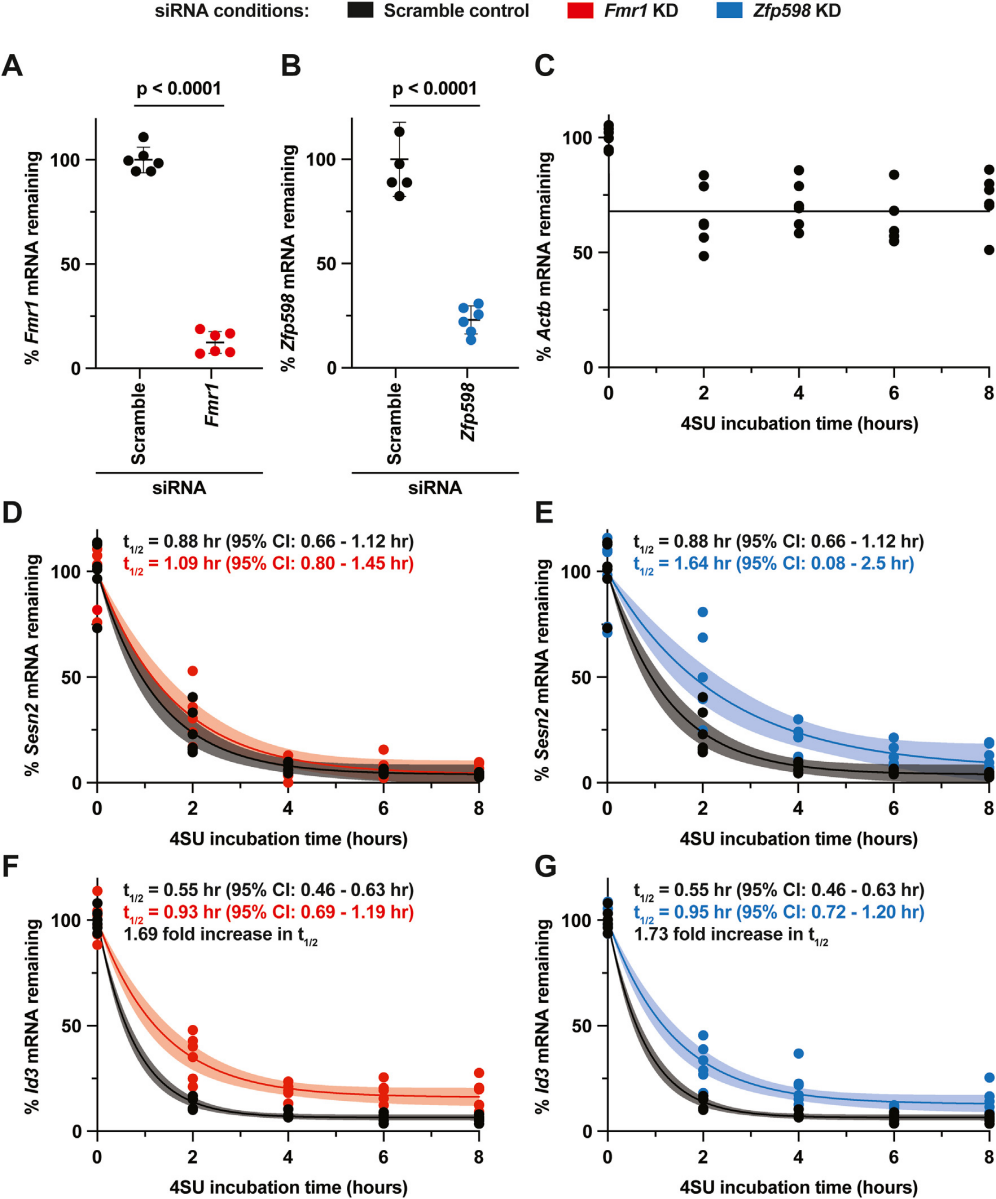
**Depletion of Fmr1 and the key no-go decay factor Zfp598 equally stabilize *Id3* mRNA in N2A cells.***A* and *B*, RT-qPCR was used to confirm depletion of *Fmr1* (*A*) and *Zfp598* (*B*) mRNA 72 h after KD at t = 0 h 4SU incorporation. Data are shown as the mean ± SD. n = 6 biological replicates. Comparisons were made using a two-tailed unpaired *t* test with Welch’s correction. *C*–*G*, roadblock-qPCR was used to measure mRNA half-lives (t_1/2_) of *Actb* mRNA (Scramble negative control) (*C*), as well as *Sesn2* mRNA (*D* and *E*) and *Id3* mRNA (*F* and *G*). The Scramble negative control is in *black* (and is the same in *D* and *E*, as well as in *F* and *G*), *Fmr1* KD is in *red*, and *Zfp598* KD is in *blue*. n = 6 biological replicates. mRNA t_1/2_ was determined by one phase decay trend lines calculated by nonlinear regression. The 95% confidence interval range is reported and is shown as a watermark.

## Discussion

Data presented here add to the existing evidence that stalled ribosomes can have different properties depending on the effector. For example, emetine and cycloheximide bind to the E site of the 40S and 60S subunits of the 80S ribosome, respectively. Both inhibit and stall elongating ribosomes (41, 42), yet they have opposite effects on puromycylation (36, 37, 38, 42), where emetine enhances and cycloheximide inhibits puromycylation (36, 37, 38, 42). It is thought that emetine traps ribosomes in a state that more optimally accepts puromycin as a substrate (36, 37, 38). Here we show that ribosomes inhibited by FMRP and ribosomes inhibited by mRNA structure are distinct as only the former are puromycin-resistant.

High doses of translation elongation inhibitors stall most ribosomes preventing collisions, whereas intermediate doses cause a select few to act as roadblocks for trailing ribosomes (26, 43, 44, 45), ultimately causing ribosome collisions and NGD. Analogous to intermediate doses, in mining published datasets, we found that the 16 putative FMRP-mediated NGD substrates identified by RNA-seq represent low-density FMRP targets (39). High-density FMRP targets from the same and other FMRP CLIP-seq datasets (7, 39, 46, 47, 48, 49, 50, 51, 52), many of which are expressed in N2A cells, were not identified in our experiments as being regulated by NGD, suggesting that stimulating NGD is a minor function of FMRP. It is also possible that a high-density of bound FMRP inhibits most ribosomes and aids in preventing ribosome collisions. Furthermore, some data suggest that in neurons, most mRNAs are translated by monosomes (53), where ribosome collisions cannot be formed. Concordantly, neurons may have optimized their translation status to avoid causing widespread FMRP-mediated ribosome collisions and prevent mRNA instability in order to enable rapid regulated local translation in response to stimulation (54, 55).

The four putative FMRP-mediated NGD substrates that did show increased mRNA stability upon *Fmr1* and *Zfp598* knockdown do encode neuronal proteins (Table S4), all of which could contribute to documented FXS phenotypes (56), including those involved in neurotransmission (*Dbh*), cell differentiation regulation in the hippocampus (*Id3*), as well as neuronal migration and axonal projection (*Tbr1*). Notably, the Darnell group identified *Id3* as an FMRP target over 2 decades ago (57). ID3 is expressed in the hippocampus (58), an affected brain area in FXS (59), and binds to and inhibits the basic helix-loop-helix transcription factors, consequently inhibiting cell differentiation. Our data suggest that FMRP normally controls *Id3* mRNA stability. Thus, when FMRP is lost in FXS, the increased *Id3* mRNA levels could cause a concatenate increase in ID3 protein in the proliferative region of the hippocampus, resulting in aberrant inhibition of granule cell and dentate precursor cell differentiation (58).

## Experimental procedures

Full experimental procedures can be found in the Supporting Information. Exact *p*-values for Figure 1 can be found in Table S1. RNA-seq data analysis can be found in Tables S2 and S3. Reported gene functions for the hits in Figure 3 can be found in Table S4. Silencer Select siRNAs (Thermo Fisher Scientific) used in this study can be found in Table S5. Oligonucleotides used in this study can be found in Table S6.

## Data availability

All data is within the article or in the Supporting Information except for the raw RNA-seq data which has been deposited to the NCBI GEO under ascension number GSE254586.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Characterization of ribosome stalling and no-go mRNA decay stimulated by the fragile X protein, FMRP
**Source:** J Biol Chem. 2024 Jul 4;300(8):107540. doi: 10.1016/j.jbc.2024.107540
**Supplement:** Supporting Information

## **SUPPORTING INFORMATION**

### **Characterization of ribosome stalling and no-go mRNA decay stimulated by the Fragile X protein, FMRP**

MaKenzie R. Scarpitti, Benjamin Pastore, Wen Tang, and Michael G. Kearse

## SUPPLEMENTAL EXPERIMENTAL PROCEDURES

### Plasmids

We have previously described the design of a G-quadruplex lacking nLuc coding sequence, that was based off of pNL1.1 (Promega), harboring the human  $\beta$ -globin 5' UTR that was synthesized by Integrated DNA Technologies and cloned into pcDNA3.1(+) (9). To generate a reporter that robustly stimulates ribosome collisions, the stop codon of nLuc was removed and a large GC-rich hairpin (HP) was inserted downstream using the Q5 Site-Directed Mutagenesis Kit (NEB # E0552S). pCRII/FFLuc, which contains the FFLuc coding sequence from pGL4.13 (Promega) downstream from the T7 RNA polymerase promoter, was previously described (Kearse *et al*, 2016).

An *E. coli* optimized coding sequence for human FMRP (isoform 1) was designed and synthesized by Genscript, and then subcloned into pET His6 MBP TEV LIC cloning vector (1M), which was a gift from Scott Gradia (Addgene plasmid # 29656), through ligation-independent cloning (LIC) using Novagen's LIC-qualified T4 DNA polymerase (Sigma # 70099-M) as described by Q3 Macrolab (<http://qb3.berkeley.edu/macrolab/>). The His6-tag was deleted from the N-terminus and inserted at the C-terminus. The NT-hFMRP sequence included a P451S mutation to prevent ribosome stalling at a poly-proline stretch and formation of truncated recombinant protein, as previously described (32). Point mutations and deletions were achieved using the Q5 Site-Directed Mutagenesis Kit. To be as consistent as possible across the previous literature, we refer to the RGG box motif as to the minimal region identified by Darnell and colleagues that bound Sc1 RNA with highest affinity (57).

All plasmids were propagated in TOP10 *E. coli* (Thermo Fisher # C404006), purified using the PureYield Plasmid Miniprep or Midiprep Systems (Promega # A1222 and A2495), and validated by Sanger sequencing at The Ohio State University Comprehensive Cancer Center Genomics Shared Resource (OSUCCC GSR). Sequences of the reporters and recombinant proteins are provided in the Supporting Information.

### Reporter mRNA *in vitro* transcription

All nLuc plasmids were linearized with XbaI and purified using a Zymo DNA Clean & Concentrator 25 Kit (Zymo Research # D4065). pCRII/FFLuc was linearized with HindIII using a Zymo DNA Clean & Concentrator 25 Kit. DNA was transcribed into mRNA which was co-transcriptionally capped with the Anti-Reverse Cap Analog (ARCA) 3'-O-Me-m7G(5')ppp(5')G (NEB # S1411) using the HiScribe T7 High Yield RNA Synthesis Kit (NEB # E2040). Our standard 10  $\mu$ L reactions used 0.5  $\mu$ g of linear plasmid template and an 8:1 ARCA:GTP ratio. Reactions were incubated at 30°C for 2 hrs, then incubated with 20 U of DNaseI (NEB # M0303S) at 37°C for 15 min, and then purified using a Zymo RNA Clean & Concentrator 25 Kit (Zymo Research # R1018). Reporter mRNA was eluted in 75  $\mu$ L of RNase-free water, aliquoted in single use volumes, and stored at -80°C. Reporter mRNA integrity was confirmed by denaturing formaldehyde agarose gel electrophoresis and ethidium bromide visualization. We routinely found the 30°C incubation resulted in less observable truncated products than incubation at 37°C and did not significantly affect yield for our purposes. mRNA translation in nuclease-treated rabbit reticulocyte lysate (RRL) is poly(A)-independent (Soto Rifo *et al.*, 2007); thus, we omitted polyadenylating reporter mRNAs in this study.

### Recombinant protein expression and purification

All recombinant proteins were expressed in Rosetta 2(DE3) *E. coli* (Sigma # 71397-4)

using MagicMedia *E. coli* Expression Medium (Thermo Fisher # K6803) supplemented with 50 µg/mL kanamycin and 35 µg/mL chloramphenicol for auto-induction. A 5 mL starter culture in LB media supplemented with 50 µg/mL kanamycin, 35 µg/mL chloramphenicol, and 1% glucose (w/v) was inoculated with a single colony and grown overnight at 37°C, 250 rpm. 1 mL of a warm and fresh overnight starter culture was then used to inoculate 50 mL of room temperature MagicMedia and incubated for 48-72 hrs at 18°C, 160 rpm in a 250 mL baffled flask. After auto-induction, cultures were pelleted and stored at -20°C for purification later. Recombinant proteins were purified using a dual affinity approach, first using the C-terminal His6-tag, then the N-terminal MBP-tag. Cell pellets were resuspended and lysed with BugBuster Master Mix (Sigma # 71456) using the recommended 5 mL per 1 g wet cell pellet ratio for 10 min at room temperature with gentle end-over-end rotation (10-15 rpm). Lysates were placed on ice and kept cold moving forward. Lysates were cleared by centrifugation for 20 min at 18,000 rcf in a chilled centrifuge (4°C). Lysates were then incubated with HisPur Cobalt Resin (Thermo Fisher # 89965) in a Pierce centrifugation column (Thermo # 89897) for 30 min at 4°C with gentle end-over-end rotation. Columns were centrifuged in a pre-chilled (4°C) Eppendorf 5810R for 2 min at 700 rcf to eliminate the flow through and then were washed 5X with two resin-bed volumes of ice-cold Cobalt IMAC Wash Buffer (50 mM Na<sub>3</sub>PO<sub>4</sub>, 300 mM NaCl, 10 mM imidazole; pH 7.4) in a pre-chilled (4°C) Eppendorf 5810R for 2 min at 700 rcf. His-tagged proteins were then eluted in a single elution step with two resin-bed volumes of ice-cold Cobalt IMAC Elution Buffer (50 mM Na<sub>3</sub>PO<sub>4</sub>, 300 mM NaCl, 150 mM imidazole; pH 7.4) by gravity flow. Eluates were then incubated with Amylose resin (NEB # E8021) in a centrifugation column for 2 hrs at 4°C with gentle end-over-end rotation (10-15 rpm). Columns were washed 5X with at least two bed-volumes of ice-cold MBP Wash Buffer (20 mM Tris-HCl, 200 mM NaCl, 1 mM EDTA; pH 7.4) by gravity flow. MBP-tagged proteins were then eluted by a single elution step with two resin-bed volumes of ice-cold MBP Elution Buffer (20 mM Tris-HCl, 200 mM NaCl, 1 mM EDTA, 10 mM maltose; pH 7.4) by gravity flow. Recombinant proteins were then desalted and buffer exchanged into Protein Storage Buffer (25 mM Tris-HCl, 125 mM KCl, 10% glycerol; pH 7.4) using a 7K MWCO Zeba Spin Desalting Column (Thermo Fisher # 89892) and, if needed, concentrated using 10K MWCO Amicon Ultra-4 (EMD Millipore # UFC803024). Recombinant protein concentration was determined by Pierce Detergent Compatible Bradford Assay Kit (Thermo Fisher # 23246) with BSA standards diluted in Protein Storage Buffer as well as SDS-PAGE and Coomassie staining before aliquoting in single use volumes, snap freezing in liquid nitrogen, and storage at -80°C.

### **mRNP formation and *in vitro* translation**

*In vitro* translation was performed in the dynamic linear range as previously described but adapted to translate mRNPs (9, 23, and Kearse *et al.*, 2016). 30 nM *in vitro* transcribed nLuc reporter mRNA was diluted in RNA Dilution Buffer (10 mM Tris-HCl, 5 mM Mg(OAc)<sub>2</sub>, 100 mM KCl; pH 7.4). In a total of 4 µL, 30 fmol of nLuc reporter mRNA was mixed with 0-10 picomol of recombinant protein and 100 picomol of UltraPure BSA (Thermo Fisher # AM2618) on ice for 1 hr. UltraPure BSA stock was diluted in protein storage buffer and its addition was necessary to prevent non-specific binding of the reporter mRNA to the tube. For *in vitro* translation reactions, 6 µL of a Rabbit Reticulocyte Lysate (RRL) master mix was added to each 4µL mRNP complex. 10 µL *in vitro* translation reactions were performed in the linear range using 3 nM mRNA in the Flexi RRL System (Promega # L4540) with final concentrations of reagents at 30% RRL, 10 µM amino acid mix minus leucine, 10 µM amino acid mix minus Methionine, 0.5 mM Mg(OAc)<sub>2</sub>, 100 mM KCl, 8 U murine RNase inhibitor (NEB # M0314), 0-1 µM recombinant protein, and 10 µM UltraPure BSA. Reactions were incubated for 30 min at 30°C, terminated by incubation on ice and diluted 1:5 in Glo Lysis Buffer (Promega # E2661). 25 µL of prepared Nano-Glo reagent (Promega # N1120) was mixed with 25 µL of diluted reaction and incubated at room

temperature for 5 min in the dark (with gentle shaking during the first minute), and then read on a Promega GloMax Discover Multimode Microplate Reader. FFLuc mRNA was treated and translated exactly the same; FFLuc luminescence was measured exactly the same but used ONE-Glo (Promega # E6110) instead of Nano-Glo.

### **mRNA-ribosome dissociation assays with puromycin**

We have previously described in detail and in a complete methods manuscript the use of the ability of puromycin to dissociate ribosomes from reporter mRNA with a low-speed sucrose cushion (9, 23). nLuc reporter mRNA translation was performed as described above except that translation was limited to 15 min at 30°C. Samples were then placed on ice for 3 min before the addition of 0.1 mM puromycin (final) and further incubation at 30°C for 30 min. Control samples lacking puromycin (water added instead) were kept on ice. Cycloheximide (1.43 mg/mL final) was then added to all samples to preserve ribosome complexes on mRNAs and halt puromycin incorporation. In a separate tube, FFLuc reporter mRNA was translated as described above (3 nM mRNA conditions) for 15 min at 30°C and was terminated by the addition of 1.43 mg/mL cycloheximide (final) and incubation on ice.

The treated nLuc and FFLuc translation reactions (from above) were combined on ice and then mixed with an equal volume (28  $\mu$ L) of ice-cold 2X Ribosome Dilution Buffer (40 mM Tris-HCl, 280 mM KCl, 20 mM MgCl<sub>2</sub>, 200  $\mu$ g/ml cycloheximide, 2 mM DTT; pH 7.4). The entire 56  $\mu$ L volume was then layered on top of 130  $\mu$ L of ice-cold 35% (w/v) buffered sucrose (20 mM Tris-HCl, 140 mM KCl, 10 mM MgCl<sub>2</sub>, 100  $\mu$ g/mL cycloheximide, 1 mM DTT; pH 7.4) in a pre-chilled 7 mm x 20 mm thick-walled polycarbonate ultracentrifuge tubes (Thermo Scientific # 45233) and centrifuged in a S100AT3 rotor at 4°C for 60 min at 50,000 x g (43,000 rpm) in a Sorvall Discovery M120 SE Micro-Ultracentrifuge. The supernatant was then discarded and each pellet was resuspended in 0.5 mL of TRIzol (Thermo Fisher # 15596018). Total RNA was extracted from each pellet following the manufacturer's protocol with glycogen (Thermo Fisher # R0561) added at the isopropanol precipitation step. The resulting RNA pellet was resuspended in 30  $\mu$ L nuclease-free water. 16  $\mu$ L of extracted RNA was converted to cDNA using iScript Reverse Transcription Supermix for RT-qPCR (Bio-Rad # 1708841). cDNA reactions were then diluted 10-fold with nuclease-free water and stored at -20°C or used immediately. RT-qPCR was performed in 15  $\mu$ L reactions using iTaq Universal SYBR Green Supermix (Bio-Rad # 1725124) in a Bio-Rad CFX Connect Real-Time PCR Detection System with 1.5  $\mu$ L diluted cDNA and 250 nM (final concentration) primers. nLuc reporter mRNA abundance was normalized to the spiked-in control FFLuc mRNA using the Bio-Rad CFX Maestro software ( $\Delta\Delta C_t$  method). Abundance of total signal was calculated using  $Q_n = 2^{\Delta\Delta C_t}$  and  $P = 100 \times Q_n/Q_{total}$  as previously described (Pringle *et al.*, 2019). Primers for RT-qPCR can be found in **Table S6**.

### **Cell culture and siRNA knockdowns**

N2A cells were obtained from ATCC (# CCL-131) and maintained in high glucose DMEM (Thermo # 11995065) supplemented with 10% heat-inactivated FBS and 1% penicillin-streptomycin in standard tissue culture-treated plastics at 37°C with 5% CO<sub>2</sub>. N2A cells were seeded in 12-well plates 24 hrs prior to knockdown, and then transfected with Silencer Select siRNAs (Thermo) using Lipofectamine RNAiMAX (Thermo # 13778150) following the manufacturer's recommendation. At the time of transfection, N2A cells were at ~20% confluency. 24 hrs post siRNA transfection, the media was changed. After 72 hr transfection, total RNA or protein was harvested by TRIzol or RIPA buffer, respectively. Silencer Select siRNAs used in this study are listed in **Table S5**.

### Sucrose gradient ultracentrifugation

*In vitro* translation reactions were scaled up 10-fold to 100  $\mu$ L. After 30 min at 30°C, reactions were transferred to ice, 1  $\mu$ L of 100 mg/mL cycloheximide was added (~1 mg/mL final), and samples were snap frozen in liquid nitrogen and stored at -80°C. When ready to perform sucrose gradients, samples were then thawed on ice, 5  $\mu$ L of 10 mM  $\text{CaCl}_2$  (~0.5 mM final) and 5.3  $\mu$ L of 3,000 U/mL S7 micrococcal nuclease (Thermo # EN0181; stock at 30,000 U/mL in PBS; ~150 U/mL final) was added. After nuclease digestion at 25°C for 10 min, samples were quenched by adding 2.2  $\mu$ L of 50 mM EGTA (~1 mM final). Samples were then diluted with an equal volume of ice-cold 2X Polysome Dilution Buffer (40 mM Tris-HCl, 280 mM KCl, 20 mM  $\text{MgCl}_2$ , 2 mM DTT, 200  $\mu$ g/mL cycloheximide; pH 7.4), gently mixed, and layered on top of a linear 10-50% (w/v) buffered sucrose gradient (20 mM Tris-HCl, 140 mM KCl, 10 mM  $\text{MgCl}_2$ , 1 mM DTT, 100  $\mu$ g/mL cycloheximide; pH 7.4) in a 14 mm  $\times$  89 mm thin-wall Ultra-Clear tube (Beckman # 344059) that was formed using a Biocomp Gradient Master. Gradients were centrifuged at 35K rpm for 120 min at 4°C in a SW-41Ti rotor (Beckman) with maximum acceleration and no brake using a Beckman Optima L-90 Ultracentrifuge. Gradients were subsequently fractionated into 0.5 mL volumes using a Biocomp piston fractionator with a TRIAX flow cell (Biocomp) recording a continuous  $A_{260\text{ nm}}$  trace.

Per replicate, N2A cells were seeded in four 15 cm tissue culture treated plates and allowed to grow for 2-3 days until ~70% confluent. Cells were briefly treated with 100  $\mu$ L/mL cycloheximide for 2 min, then rinsed with ice-cold PBS with 100  $\mu$ L/mL cycloheximide, harvested using a cell lifter, pooled, pelleted at 500 rcf for 5 min at 4°C in a pre-chilled centrifuge, snap froze in liquid nitrogen, and stored at -80°C. Cell pellets were thawed on ice and then lysed in 950  $\mu$ L ice-cold Polysome Lysis Buffer (20 mM Tris-HCl, 140 mM KCl, 10 mM  $\text{MgCl}_2$ , 1 mM DTT, 100  $\mu$ g/mL cycloheximide, 1% (v/v) Triton X-100; pH 7.4) for 10 min on ice. Cell debris was then cleared at 13,000 rcf at 4°C in a pre-chilled microcentrifuge. The supernatant was taken and 450  $\mu$ L was aliquoted into two new pre-chilled microcentrifuge tubes. 22.5  $\mu$ L of 10 mM  $\text{CaCl}_2$  (~0.5 mM final) and 2.4  $\mu$ L of either 30,000 U/mL S7 micrococcal nuclease (~150 U/mL final) or PBS was added. After nuclease digestion at 25°C for 10 min, samples were quenched by adding 9.5  $\mu$ L of 50 mM EGTA (~1 mM final). 400  $\mu$ L was then layered on top of a linear 10-50% (w/v) buffered sucrose gradient (20 mM Tris-HCl, 140 mM KCl, 10 mM  $\text{MgCl}_2$ , 1 mM DTT, 100  $\mu$ g/mL cycloheximide; pH 7.4), centrifuged, and fractionated as described above.

### Western blotting

When assaying sucrose gradient fractions, 100  $\mu$ L of the 500  $\mu$ L collected fractions was added and mixed with 2  $\mu$ L of 1.4  $\mu$ M MBP-mEGFP, which served as a spike-in loading control. 34  $\mu$ L of 4X reducing SDS sample buffer (Bio-Rad # 1610737) was then added, mixed, and heated at 70°C for 15 min. 30  $\mu$ L was then separated by Tris-Glycine SDS-PAGE (Thermo # XP04200BOX) and transferred on to 0.2  $\mu$ m PVDF membrane (Thermo # 88520). Membranes were then blocked with 5% (w/v) non-fat dry milk in TBST (1X Tris-buffered saline with 0.1% (v/v) Tween 20) for 30 min at room temperature before overnight incubation with primary antibodies in TBST at 4°C with gentle rotation/rocking. After three 10 min washes with TBST, membranes were incubated with HRP-conjugated secondary antibody in TBST for 1 hr at room temperature and then washed again with three 10 min washes with TBST. Chemiluminescence was performed with SuperSignal West Pico PLUS (Thermo # 34577) for GFP, RPS6, RPL7, and PABP and with SuperSignal West Atto Maximum Sensitivity Substrate (Thermo # A38555) for FMRP, and imaged using an Azure Sapphire Biomolecular Imager. Rabbit anti-GFP (Cell Signaling # 2956S) was used at 1:1,000. Rabbit anti-RPS6 (Cell Signaling # 2217) was used at

1:1,000. Rabbit anti-RPL7 (abcam # ab72550) was used at 1:1,000. Rabbit anti-PABP (abcam # ab21060) was used at 1:1,000. HRP-conjugated goat anti-rabbit IgG (H+L) (Thermo # 31460) was used at 1:10,000 for GFP and PABP, 1:100,000 for FMRP, and 1:30,000 for RPS6 and RPL7.

When assaying N2A cell lysates after 72 hr knockdown, whole cell lysates were prepared using RIPA buffer. Briefly, cells were placed on a bed of ice and media was aspirated before a gentle 1 mL ice-cold PBS rinse. Cells were then lysed in 300  $\mu$ L of ice-cold RIPA buffer for 10 min at 4°C with gentle rocking. The entire lysate (including any apparent cell debris) was mixed with 100  $\mu$ L of 4X reducing SDS sample buffer and heated to 70°C for 15 min. Samples were then homogenized by syringing 6X through a 28G needle. 30  $\mu$ L was then separated by Tris-Glycine SDS-PAGE, transferred on 0.2  $\mu$ m PVDF, and probed as described above. Rabbit anti-ZNF598 (Thermo # PA5-59777) was used at 1:1,000. Rabbit anti-FMRP (Abcam # ab17722) was used at 1:1,000. Rabbit anti-GAPDH (Cell Signaling # 5174) was used at 1:1,000. HRP-conjugated goat anti-rabbit IgG (H+L) (Thermo # 31460) was used at 1:10,000 for ZNF598 and FMRP, and at 1:30,000 for GAPDH. Chemiluminescence was performed with SuperSignal West Pico PLUS and imaged using an Azure Sapphire Biomolecular Imager.

### **RNA-seq and mRNA decay analyses via Roadblock-qPCR**

After 72 hr knockdown, total RNA was extracted with TRIzol reagent following the manufacturer's protocol. RNA concentration and purity was determined by UV spectroscopy (i.e., Nanodrop). RNA library preparation (with RNA quality validation and rRNA depletion included) and sequencing was conducted by Novogene. Adapters and poorly sequenced reads were removed from raw sequencing data using TrimGalore (Kechin *et al.*, 2017). The quality of sequencing reads following trimming and filtration was assessed using FastQC (Andrews, 2015). Processed sequencing reads were aligned to the mouse reference genome (GRCm39) using STAR (Dobin *et al.*, 2013). Sequence coverage BigWig files were generated using STAR alignment BAM output using the deepTools tool bamCoverage, using counts per million (CPM) normalization (Ramirez *et al.*, 2014). Genomic features were quantified by counting the number of reads aligning to exons of genes using FeatureCounts (Liao *et al.*, 2013). Normalization and differential gene expression analysis was then performed using the R package DESeq2 (Love *et al.*, 2014). The pipeline used for the pre-processing, alignment, and post-alignment analysis of RNA-seq data can be found at <https://doi.org/10.5281/zenodo.8302724>. Any other custom scripts used in this analysis are available upon request. All raw RNA-seq data has been deposited in the NCBI Gene Expression Omnibus (GEO).

Roadblock-qPCR was used to determine mRNA half-lives and was performed as described by the Thoreen lab (40). 72 hr post knockdown, media was replaced with pre-warmed completed supplemented with 400  $\mu$ M 4SU (stock at 80 mM in DMSO; Sigma #T4509-100MG). Timepoints were taken immediately (0 hr), 2, 4, 6, and 8 hrs later by aspirating media and adding 1 mL of TRIzol. After extracting total RNA by following the manufacture's recommendations, 3  $\mu$ g of RNA was modified in NEM Reaction Buffer (50 mM Tris-HCl, 1 mM EDTA, and 50 mM NEM; pH8) in a 50  $\mu$ L reaction at 42°C for 90 min. 1 M NEM (Sigma # 3876) was made with 100% EtOH, aliquoted, and stored at -20°C. The reaction was quenched by addition of 20 mM DTT (final) and RNA was purified using an RNA Clean & Concentrator-5 Kit (Zymo # R1013) with a final elution volume of 15  $\mu$ L. 1  $\mu$ g of recovered RNA was used to generate cDNA for RT-qPCR using the iScript Reverse Transcription Supermix for RT-qPCR (Bio-Rad # 1708841). cDNA reactions were then diluted 10-fold with nuclease-free water and stored at -20°C or used immediately. RT-qPCR was performed in 15  $\mu$ L reactions using iTaq Universal SYBR Green Supermix (Bio-Rad# 1725124) in a Bio-Rad CFX Connect Real-Time

PCR Detection System with 1.5 µl diluted cDNA and 250 nM (final concentration) primers. Target mRNA levels were normalized to 18S rRNA, and half-lives were calculated using one phase decay trend lines calculated by nonlinear regression in GraphPad Prism 10.0.3. All data are reported and the 95% confidence interval was included as a watermark when appropriate.

Steady state mRNA levels in **Figure 4** and **Figure S9** were normalized to 18S rRNA and GAPDH, respectively.

All RT-qPCR primer sequences are available in **Table S6**.

## SUPPLEMENTAL REFERENCES FOR EXPERIMENTAL PROCEDURES

Andrews, S. (2015) FastQC. <https://qubeshub.org/resources/fastqc>.

Dobin, A., Davis, C. A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S. *et al.* (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 10.1093/bioinformatics/bts635

Kearse, M. G., Green, K. M., Krans, A., Rodriguez, C. M., Linsalata, A. E., Goldstrohm, A. C. *et al.* (2016) CGG Repeat-Associated Non-AUG Translation Utilizes a Cap-Dependent Scanning Mechanism of Initiation to Produce Toxic Proteins. *Mol Cell* **62**, 314-322 10.1016/j.molcel.2016.02.034

Kechin, A., Boyarskikh, U., Kel, A., and Filipenko, M. (2017) cutPrimers: A New Tool for Accurate Cutting of Primers from Reads of Targeted Next Generation Sequencing *J Comput Biol* **24**, 1138-1143 10.1089/cmb.2017.0096

Liao, Y., Smyth, G. K., and Shi, W. (2013) featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923-930 10.1093/bioinformatics/btt656

Love, M. I., Huber, W., and Anders, S. (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology* **15**, 550 10.1186/s13059-014-0550-8

Pringle, E. S., McCormick, C., and Cheng, Z. (2019) Polysome Profiling Analysis of mRNA and Associated Proteins Engaged in Translation. *Curr Protoc Mol Biol* **125**, e79 10.1002/cpmb.79

Ramírez, F., Dündar, F., Diehl, S., Grüning, B. A., and Manke, T. (2014) deepTools: a flexible platform for exploring deep-sequencing data. *Nucleic Acids Res* **42**, W187-191 10.1093/nar/gku365

Soto Rifo, R., Ricci, E. P., Décimo, D., Moncorgé, O., and Ohlmann, T. (2007) Back to basics: the untreated rabbit reticulocyte lysate as a competitive system to recapitulate cap/poly(A) synergy and the selective advantage of IRES-driven translation. *Nucleic Acids Res* **35**, e121 10.1093/nar/gkm682

## SUPPLEMENTAL FIGURES

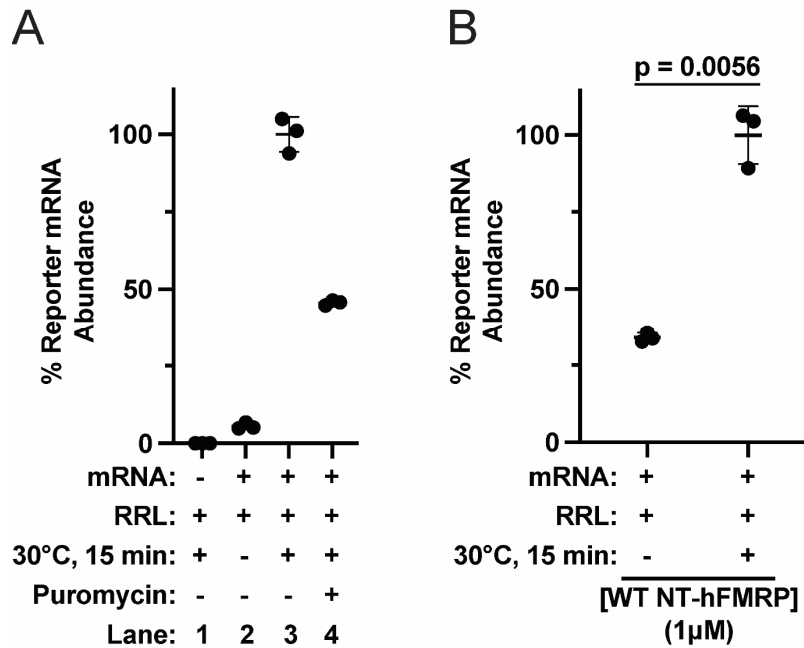

**Figure S1. nLuc mRNA pelleting through the sucrose cushion is translation dependent.**

A) Relative quantification of nLuc reporter mRNA pelleted through a 35% (w/v) sucrose cushion after a low-speed centrifugation. Lane 1 is a negative control lacking nLuc mRNA. Lane 2 is a negative control containing mRNA in RRL but not incubated at 30°C to start translation. Lane 3 is nLuc mRNA in RRL translated for 15 min at 30°C. Lane 4 is nLuc mRNA in RRL translated for 15 min at 30°C and then incubated with 0.1 mM puromycin (final) for 30 min at 30°C. Data are shown as mean  $\pm$  SD.  $n=3$  biological replicates. B) Relative quantification of nLuc reporter mRNA pelleted through a 35% (w/v) sucrose cushion after a low-speed centrifugation with WT NT-hFMRP (1  $\mu$ M final) with and without translation (15 min at 30°C). Data are shown as mean  $\pm$  SD.  $n=3$  biological replicates. Comparisons were made using a two-tailed unpaired t test with Welch's correction.

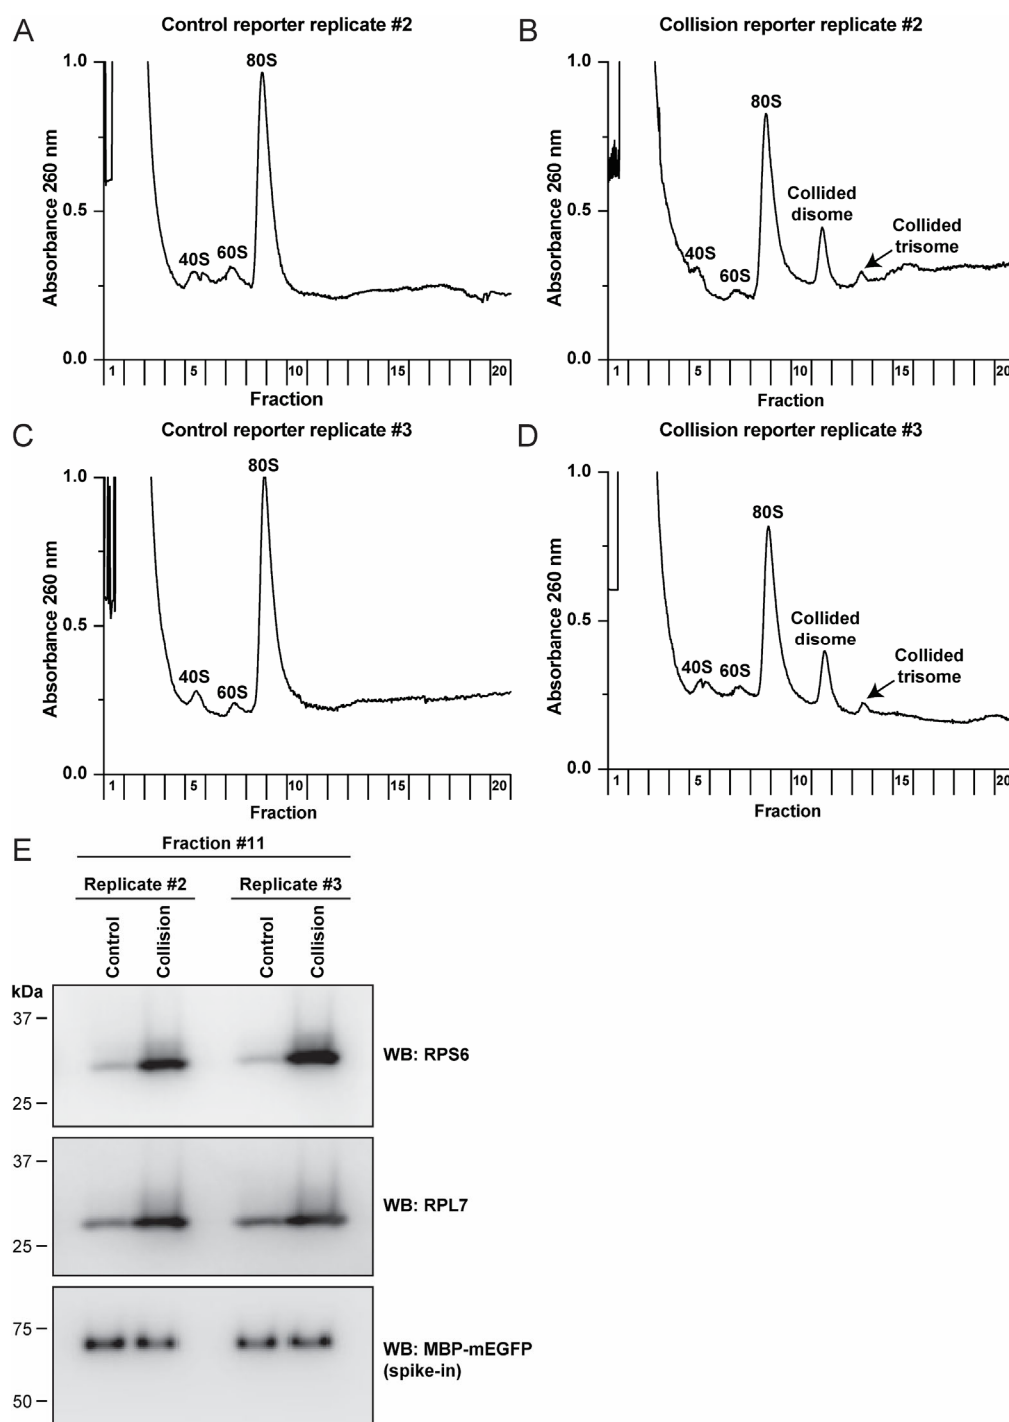

**Figure S2. The collision reporter mRNA, but not the control reporter mRNA, generates nuclease-resistant collided ribosomes.** A-D) Replicates for polysome analysis of translated control and collision reporter mRNAs with nuclease treatment related to Figure 2. The collision reporter mRNA generates nuclease-resistant collided disomes and trisomes, with a concurrent decrease in monosomes as compared to the control reporter. E) Anti-RPS6 and anti-RPL7 Western blots of fraction #11 that contains disomes. Recombinant MBP-mEGFP was spiked in and used as a loading control.

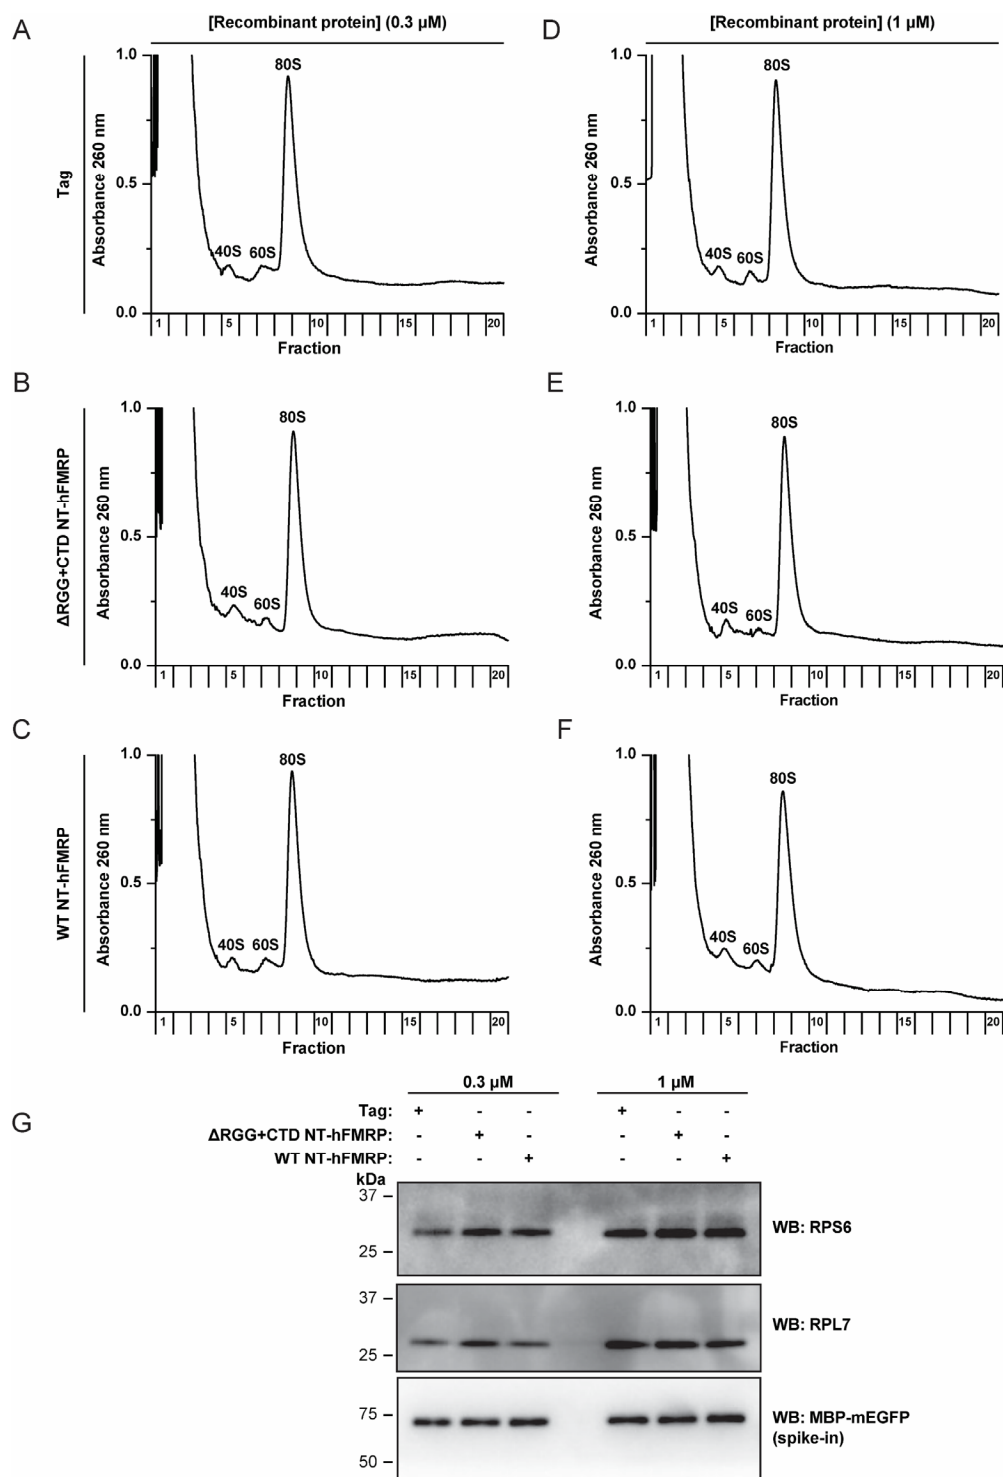

**Figure S3. WT NT-hFMRP does not cause detectable nuclease-resistant ribosome collisions on nLuc mRNA in RRL.** A-C) Polysome analysis of *in vitro* translation reactions with nuclease treatment and the indicated recombinant proteins at 0.3  $\mu$ M final (A-C) or 1  $\mu$ M final (D-F). G) Anti-RPS6 and anti-RPL7 Western blots of fraction #11 that contains disomes. Recombinant MBP-mEGFP was spiked in and used as a loading control.

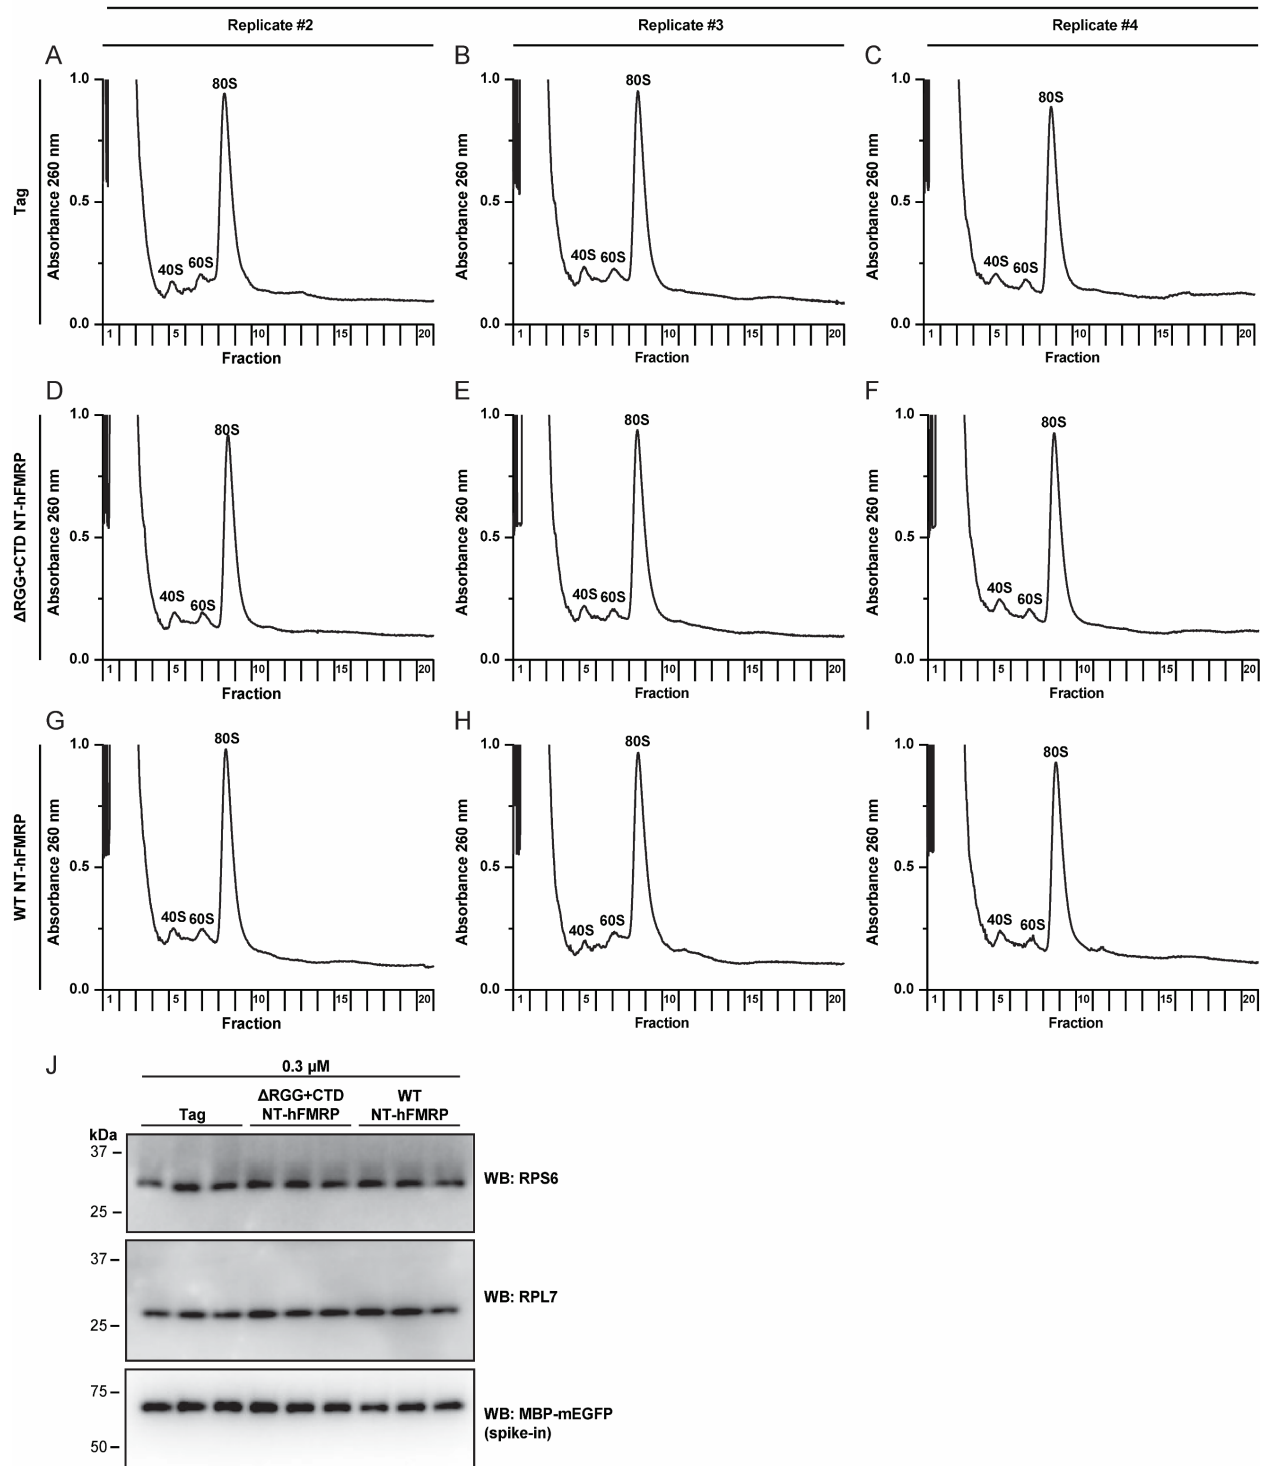

**Figure S4. WT NT-hFMRP does not cause detectable nuclease-resistant ribosome collisions in RRL at 0.3  $\mu$ M on nLuc mRNA.** A-I) Replicates of polysome analysis of *in vitro* translation reactions with nuclease treatment and the indicated recombinant proteins at 0.3  $\mu$ M final related to Figure S3. J) Anti-RPS6 and anti-RPL7 Western blots of fraction #11 that contains disomes. Recombinant MBP-mEGFP was spiked in and used as a loading control.

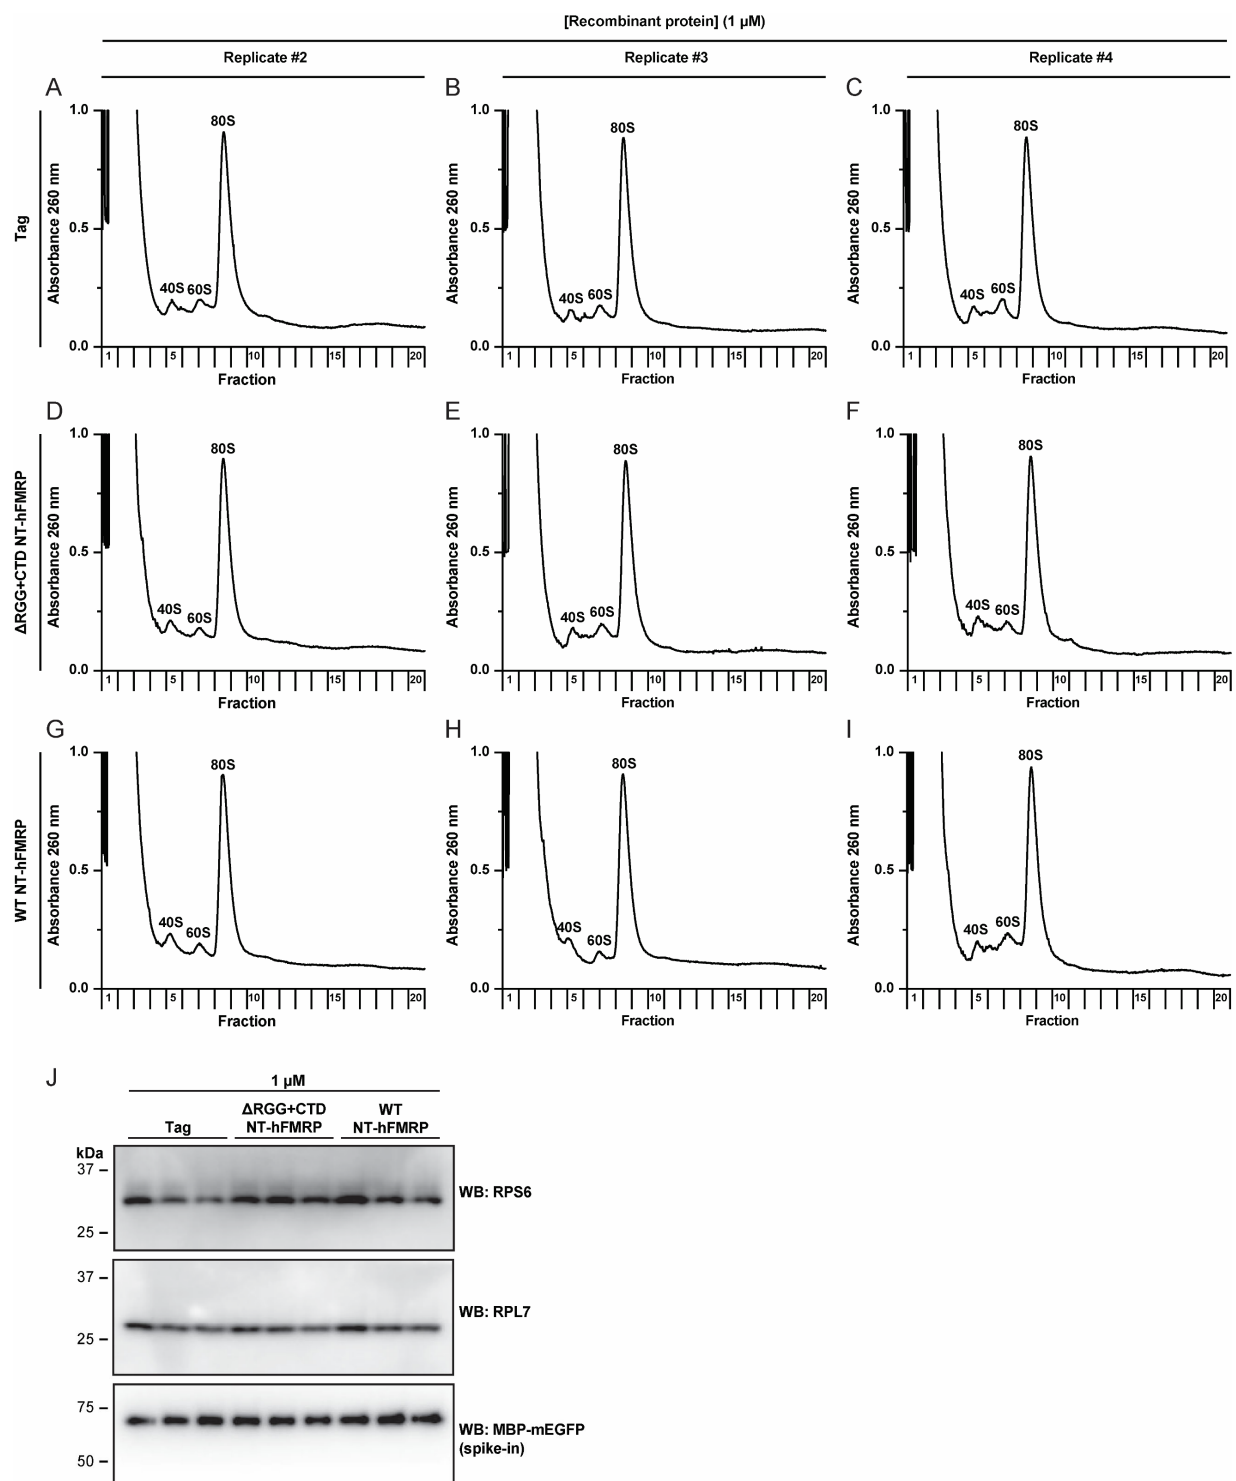

How the deposited data were processed for this re-analysis (not part of the article)

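The libraries came from N2A cells treated for 72 h with 1 of 6 siRNAs, 2 for each of Scramble KD, *Fmr1* KD and *Zfp598* KD, with 3 libraries per siRNA and 18 in all. The condition, siRNA and replicate of each library were taken from the sample labels and the paper. The authors trimmed reads with TrimGalore, aligned them to GRCm39 with STAR and counted those on exons of genes with featureCounts, and the deposited values are these whole-number counts per gene, not normalized and not pooled. The paper's text does not name the annotation release, the strand setting or the treatment of reads that align to several places, so genes that share sequence with a pseudogene or overlap another gene have uncertain counts. Every column of counts was used.

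From the deposited counts, CPM values, fold changes and tests were computed here with R 4.3.3, edgeR 4.0.16 and limma 3.58.1, with DESeq2 1.42.0 as an alternative. Of the 55414 genes, 54749 (98.8%) have an entry in the GENCODE M39 annotation, which gave symbols and coordinates on GRCm39, and 18139 had 0 counts in every library. Genes were kept with filterByExpr (minimum count 10, minimum total count 15), leaving 17901. CPM values use TMM library sizes. Fold changes were tested with glmQLFit and glmQLFTest in a single model of all 18 libraries with the condition as the only term, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called when the adjusted p was under 0.05 and the change over 2-fold. The tool the paper names is DESeq2. With it, the log2 fold changes differed by at most 6.07e-06 from those of Table S2 over the 1636 genes compared and by at most 2.62e-06 from those of Table S3 over 534 genes. The copies of these tables read here hold 1998 and 632 genes. Both are incomplete, so no overlap with them was tested.

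Differences between siRNAs were tested in a model with 6 groups, 1 per siRNA, including the difference between the KD effects of siRNA A and siRNA B (interaction). Single genes were also tested with two-sided exact permutation tests of 6 against 6 CPM values on the log2 scale with a pseudocount of 0.5 (462 splits). Gene lists for the interferon response (35 genes), proliferation (40 genes) and the stress response driven by ATF4 (32 genes) were tested with camera at a preset correlation of 0.01, and again with fry and an estimated correlation. The genes named in the text were set by a rule: the siRNA targets, the 16 genes of Fig. 3E, the paper's reference and pathway genes, the FMRP paralogs, every gene called higher in both KDs, and the 3 largest rises and falls in each KD and between the Scramble siRNAs. *Galnt3*, *Id1*, *Id2*, *Id4* and *Rsad2* are outside that rule and were chosen after values were seen or for a hypothesis. The stem cell markers and Y-linked genes named for *Fmr1* KD replicate B1 are outside it too. The design, the rule, the lists of the 3 responses and the alternatives were written before the data were examined, except where stated.

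Total counts per library ranged from 7674724 to 15414590. At this depth 13 of the 16 genes of Fig. 3E had a mean of less than 50 counts per library, which limits the precision of their fold changes. On simulated counts for 17901 genes with 200 genes changed, edgeR recovered 194 with 12 false calls when the spread was that between libraries of a condition, and DESeq2 recovered 195 with 37 false calls. With the smaller spread between libraries of a siRNA, edgeR recovered 199 with 13 false calls and DESeq2 200 with 29. The changed genes had a true log2 fold change of 1.5 and were drawn only from genes above a minimum mean count. Some of the 16 genes, among them *Tbr1* and *Map3k8*, lie below that count, so this recovery does not apply to them. Calls in the simulation used the adjusted p alone, and no effect shared by the libraries of a siRNA was simulated. Alternatives covered the normalization, the filter on low counts, blocks for the replicate and for the siRNA letter, each siRNA alone, counts summed per siRNA, a fold change criterion of 1.5 or a test against 2-fold, DESeq2, and leaving out each library in turn. The Western blots, RT-qPCR, mRNA decay assays, in vitro translation and CLIP data of the paper were not analysed here.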

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

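Of the tests below, those of the siRNA letter, of the most counted feature, of cell growth, of the interferon response to a single siRNA, of sequencing depth and of scatter around exon length were chosen only after the result was seen. The siRNAs of one condition differed from each other in many genes, which the paper does not report. Between Scramble KD siRNA B and siRNA A, 647 genes differed (268 higher and 379 lower with siRNA B), and leaving out 1 library at a time gave 483 to 869. The KD effect differed between the siRNAs for 1273 genes in *Fmr1* KD (1124 to 1431 with 1 library left out) and for 1325 genes in *Zfp598* KD (1125 to 1859). Other splits rarely gave as many. For Scramble KD it was 1 of the 10 splits of the 6 libraries, the real one, although 10 splits cannot give a share under 0.05. For *Fmr1* KD it was 1 of 100 regroupings of the siRNA letters, the real one. For *Zfp598* KD it was 2 of 100, and the other one (1501 genes) set *Zfp598* KD replicates A1, B1 and B2 against A2, A3 and B3, the latter being the *Zfp598* KD libraries in which the most counted feature took its largest shares. That regrouping also kept the real letters of the Scramble KD libraries, so its number does not come from the division of the *Zfp598* KD libraries alone. The Scramble KD letters were kept in 12 regroupings besides the real one for *Zfp598* KD (191 to 1501 genes) and in 10 for *Fmr1* KD (162 to 625), and the regroupings that changed them gave at most 914 and 703.

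A batch shared by all libraries of one letter is argued against as the main source, since the change from letter A to letter B correlated across genes by at most 0.19 (r = 0.1898, Scramble KD and *Zfp598* KD). GC content and exon length explained 7.49% of the variance of the change between the Scramble siRNAs. The proliferation list was higher with siRNA B than with siRNA A in Scramble KD (median log2 fold change 0.88, 40 of 40 genes). It was higher in *Fmr1* KD (0.76, 40 of 40) and in *Zfp598* KD (0.25, 31 of 40) too, so this list moved alike with the letter. The other genes did not change alike between Scramble KD and *Fmr1* KD (r = 0.067), which argues against growth as the main source in these conditions. A smaller effect shared by the letter stays open for this list. The share of the most counted feature was tested on the direct comparisons of siRNA B with siRNA A within a condition, which called 647 genes in Scramble KD, 714 in *Fmr1* KD and 1355 in *Zfp598* KD, and not on the differences in KD effect. With its log share as a covariate, 73.4% of these Scramble KD calls and 97.8% of the *Fmr1* KD calls were kept, against it for these conditions. For *Zfp598* KD 47.9% were kept, so most calls were lost and the share of that feature is a candidate explanation there. That value lies close to the criterion that most calls be lost. Limits of 60% and 40% were tried after it was seen, under which it would have decided nothing, and the first criterion was restored. The covariate also follows the siRNA letter in *Zfp598* KD, so calls can be lost with no such effect. Sequence effects of each siRNA on other transcripts stay open and were not tested, since the siRNA sequences were not used here. A batch shared only by the 3 libraries of a siRNA stays open too, since the design cannot tell it apart from that siRNA.

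The 3 gene lists differed between the siRNAs of a target as well. The median difference in KD effect (siRNA B minus siRNA A) of the stress response list in *Fmr1* KD was -0.67, with 2 of 30 genes higher. In *Zfp598* KD it was 0.70 for the interferon list (23 of 28 higher) and -0.56 for the proliferation list (4 of 40 higher). In *Fmr1* KD it was -0.17 for the interferon list (10 of 28 higher). These interaction tests passed an adjusted p of 0.05 with camera over the 27 tests of this family, with adjusted p of 2.72e-19, 4.03e-05, 1.66e-11 and 0.0415, and passed with fry too. Those of the proliferation list in *Fmr1* KD (-0.12, camera adjusted p = 0.158) and the stress response list in *Zfp598* KD (-0.17, camera adjusted p = 0.245) passed with neither. The Scramble siRNAs themselves differed in the interferon list (-0.49) and the proliferation list (0.88), which enters every difference of this kind. With no Scramble library, the proliferation list was higher with *Zfp598* siRNA B than with siRNA A (0.25, 31 of 40, camera adjusted p = 1.41e-04). The sign of its difference in KD effect thus depends on the Scramble siRNAs. The interferon list (0.25, 21 of 28) did not pass with camera there (adjusted p = 0.0962) but did with fry (adjusted p = 8.85e-04). In *Fmr1* KD the stress response list (-0.61) and the interferon list (-0.62) kept their direction. No biological explanation was tested.

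The interferon list was higher in *Fmr1* KD, a signal the paper does not report (median log2 fold change 0.35, 23 of 28 genes, adjusted p = 1.22e-06 with camera). It did not pass with fry (adjusted p = 0.0500) or an estimated correlation (adjusted p = 0.311). With siRNA A the median was 0.60 against Scramble A, 0.93 against Scramble B and 0.71 against all Scramble libraries. With siRNA B it was 0.34 against Scramble B, but -0.16 against Scramble A (11 of 28 genes higher) and 0.11 against all Scramble libraries (17 of 28 higher). The last 2 did not pass with camera (adjusted p = 0.234 and 0.270 over 6 tests) but did with fry, as lower against Scramble A (adjusted p = 0.00684) and as higher against all Scramble libraries (adjusted p = 0.0103). With no Scramble library, the list was lower with siRNA B than with siRNA A (-0.62, 6 of 28 higher). This passed with camera (adjusted p = 1.79e-14) and fry (adjusted p = 1.71e-09), so the list stood higher with siRNA A whatever the Scramble siRNA. The direction with siRNA B against Scramble KD still depends on the Scramble siRNA. A response to siRNA A only thus cannot be told apart from a response to both that is weaker with siRNA B. Single genes differed, since *Cxcl10* rose by 4.57 with siRNA A and 0.89 with siRNA B, and *Rsad2*, chosen after its values were seen, by 2.95 with siRNA A, against -0.06 with siRNA B. An effect of FMRP and a response to transfected RNA stay open too, and no test here separates them.

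*Fmr1* KD replicate B1 had counts in 30124 genes, against at most 26623 in any other library. Of these, 1636 had counts in that library alone, 79.0% of them with 1 to 3 counts. Sequencing depth is argued against, as its total count ranked 9 of 18. Genomic DNA was examined in 2 ways. The test set first asked whether detection rose with exon length in every gene type, and it did, with odds ratios per doubling of 2.24 for coding genes, 1.38 for lncRNA genes and 1.13 for pseudogenes. In the other libraries the medians were 1.41, 1.31 and 1.17, so that outcome is not specific to this library. It was then replaced by a test of scatter, in which counts of long coding genes without counts elsewhere had a dispersion of 39.5 around their exon length, where 1 is Poisson, which argues against genomic DNA as the whole source. A candidate explanation is reads from mouse embryonic stem cells. Of 19 markers of these cells, 11 had more than 3 counts there and over 2 times the CPM of every other library, against 0 of 20 for liver, 1 of 20 for blood and 1 of 20 for fibroblasts. With no minimum count these were 13, 2, 1 and 2. *Tfcp2l1* had 366 counts against at most 35, *Nanog* 110 against 8, *Pou5f1* 34 against 1, *Dppa5a* 52 against 1 and *Gdf3* 36 against 0. The most counted marker, *Trim71* (984 against 1433), and *Dppa2* (276 against 260) had similar or higher counts in other libraries. In the other libraries 7 of the 19 markers are expressed, and none of the 19 is in Fig. 3E. This explanation was found from other genes seen in the same library, which were left out of the marker list, so it is a hypothesis. The Y-linked genes *Ddx3y* (25 counts against 0) and *Kdm5d* (6 against 2) were also counted there. Without replicate B1, 90 genes were higher in *Fmr1* KD, and 78 of them are among the 119.

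Among single genes, 7 of 153 groups of 6 libraries held a library far from the others, where chance gives 7.65, and among library measures 1 of 18, where chance gives 0.9. In *Fmr1* KD replicate B1, *Grb10* stood at 4.12 CPM (at most 1.28 in the others) and *Icam1* at 4.79 CPM (at most 1.90), the library with the stem cell markers. The rest were *Prr15* in *Fmr1* KD replicate B2 (3.29 CPM), *Rpl7* (1245 CPM) and *Tshr* (0.795 CPM) in Scramble KD replicate A2, *Prkg2* in *Fmr1* KD replicate A1 (7.10 CPM) and *Id4* in *Zfp598* KD replicate B3 (20.3 CPM). As a number these are what chance gives, and no explanation was tested for them one by one.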

How the results depend on the processing

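Removing *Zfp598* KD replicates A2 and A3 together and running DESeq2 with alpha 0.05 were chosen after seeing the data; the other alternatives were set before. The log2 fold changes of 38 of the genes named in the text were recomputed under 12 of the alternatives and without each library. The 1.5-fold criterion, the test against 2-fold, DESeq2 with alpha 0.05 and the removal of 2 libraries together are not among the 12, since they were applied to numbers of genes only. Under RLE normalization all 74 log2 fold changes of these genes (apart from each target in its own KD) kept their direction and their side of the threshold. Over the 12 alternatives 642 of 835 such results did so, 96 no longer passed, 69 newly passed and 28 reversed. Over the fits without 1 library these were 1201, 93, 23 and 15 of 1332. Only 30 of the 74 could be tested with at least 10 counts in every library, and 66 with only the 2 conditions compared. DESeq2 gave no adjusted p for *Tbr1* in *Zfp598* KD, which is left out of these numbers. Where a cause is not given below, the cause was not tested.

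With only genes of at least 10 counts in every library, which leaves fewer genes, 36 were higher and 34 lower in *Fmr1* KD, 26 and 20 in *Zfp598* KD, 3 higher in both, and 384 differed between the Scramble siRNAs. With siRNA A only, 378 were lower in *Fmr1* KD, 83 lower in *Zfp598* KD and 5 higher in both. With siRNA B only, 661 were higher and 205 lower in *Fmr1* KD, 589 and 488 in *Zfp598* KD, and 190 higher in both. Against all Scramble libraries, siRNA A gave 180 higher and 331 lower in *Fmr1* KD and 2 higher in both, and siRNA B gave 274 higher in *Fmr1* KD, 391 higher and 409 lower in *Zfp598* KD and 54 in both. With only the 2 conditions compared, 11 were higher and 14 lower in *Zfp598* KD and 4 higher in both. With a 1.5-fold criterion, 286 were higher and 294 lower in *Fmr1* KD, 104 and 100 in *Zfp598* KD, and 23 higher in both. With the siRNA letter as a block, 15 were higher in both. DESeq2 gave 72 higher in *Zfp598* KD and 17 in both, and 15 in both with alpha 0.05. Without *Zfp598* KD replicates A2 and A3, 162 were higher and 108 lower in *Zfp598* KD and 31 higher in both.

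With counts summed per siRNA, 0 genes were higher or lower in either KD and 0 higher in both, against 326 higher and 123 lower in *Fmr1* KD, 189 and 139 in *Zfp598* KD and 57 in both at an unadjusted p under 0.05. *Fmr1* (-1.43, adjusted p = 0.999) and *Zfp598* (-1.56, adjusted p = 0.255, edgeR's quasi-likelihood test) no longer passed with these 2 values per condition. Tested against a 2-fold change with glmTreat, 0 were higher and 1 lower in each KD and 0 higher in both, against 65 and 24, 26 and 22, and 8 at an unadjusted p under 0.05. The replicate numbers did not pair the libraries, since deviations of same-numbered libraries correlated by -0.34 to 0.29 over 18 pairs and by over 0.1 in 5. With the replicate block, 21 genes were higher and 25 lower in *Zfp598* KD.

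Across the 18 fits that each left out 1 library, 78 to 135 genes were higher and 39 to 67 lower in *Fmr1* KD, 14 to 108 higher and 12 to 72 lower in *Zfp598* KD, and 4 to 17 higher in both. In *Zfp598* KD, 108 were higher without *Zfp598* KD replicate A1 and 14 without replicate B3, and 17 and 5 were higher in both.

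Gene lists moved with the siRNA. The median of the stress response list in *Fmr1* KD was 0.0334 with siRNA A only. In *Zfp598* KD the interferon list was -0.29 with siRNA A, 0.24 with siRNA B and 0.14 without a filter on low counts, and the proliferation list 0.32 with siRNA A and -0.29 with siRNA B. The proliferation list in *Fmr1* KD newly passed at -0.14 with siRNA B and -0.12 without the filter. With fry and with an estimated correlation, the interferon list (0.35) and the stress response list (-0.26) in *Fmr1* KD and the stress response list in *Zfp598* KD (-0.24) no longer passed. The correlation of the KDs was 0.239 between *Fmr1* siRNA A and *Zfp598* siRNA B and -0.0815 between *Fmr1* siRNA B and *Zfp598* siRNA A, which share no library.

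Single genes also reversed, and these include *Chst15* (1.18) and *Dbh* (1.35), which were called higher in *Fmr1* KD with both siRNAs pooled. With siRNA A only, the genes that reversed were *Chst15* (-0.11), *Dbh* (-0.0505), *Sesn2* (0.0489), *Ddc* (-0.20) and *Prkg2* (0.52) in *Fmr1* KD, and *Fmr1* (0.28), *Prkg2* (0.30), *Dnajb13* (-0.17), *Prr15* (-0.0029), *Cxcl10* (-0.47), *Grap2* (-0.19) and *Tpi-rs11* (0.38) in *Zfp598* KD. With siRNA B only, they were *Actb* (0.0251), *Id4* (0.93) and *Rsad2* (-0.0555) in *Fmr1* KD, and *Sesn2* (0.0444), *Id1* (-0.0201) and *Id4* (1.35) in *Zfp598* KD. Against all Scramble libraries, siRNA A reversed *Sesn2* in *Fmr1* KD (0.11), *Cxcl10* (-0.028), *Fmr1* (0.15) and *Tpi-rs11* (0.49) in *Zfp598* KD, and siRNA B *Actb* (0.082), *Ppy* (-0.0133) and *Rsad2* (-0.48) in *Fmr1* KD and *Id1* (-0.0462) in *Zfp598* KD. *Actb* in *Fmr1* KD was 0.0119 with at least 10 counts in every library and -0.0292 to 0.0281 with 1 library left out. In *Zfp598* KD, *Tpi-rs11* ranged from -0.30 to 0.15 and *Fmr1* from -0.0944 to 0.0252 with 1 library left out, and *Fmr1* was 0.0164 with counts summed per siRNA.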

Differences from the paper's values

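The paper's number of transcripts higher in both KDs is 16, and 9 genes were called here. Of the alternatives set before the data were examined, those that came within 1.5 times of the paper's value were the siRNA letter as a block (15), a 1.5-fold criterion (23), DESeq2 (17), and leaving out Scramble KD replicate A1 (14), Scramble KD replicate A3 (11), *Zfp598* KD replicate A1 (17), *Zfp598* KD replicate A2 (17) or *Zfp598* KD replicate A3 (11). RLE normalization (9), no filter on low counts (7), at least 10 counts in every library (3), the replicate block (6), each siRNA alone (5 and 190), each siRNA against all Scramble libraries (2 and 54), only the 2 conditions compared (4), counts summed per siRNA (0) and a test against 2-fold (0) did not, nor did leaving out any other library (4 to 10). With counts summed per siRNA 57 genes, and with the test against 2-fold 8 genes, were higher in both KDs at an unadjusted p under 0.05. DESeq2, the tool the paper's methods name, called 15 of the 16 genes of Fig. 3E in both KDs, all but *Tbr1*, together with *Gm20186* and *Gm36757*. With DESeq2, 151 genes were higher in *Fmr1* KD alone and 55 in *Zfp598* KD alone. With DESeq2 at alpha 0.05, chosen after seeing the values, these were 132 and 49, with 15 higher in both. Of these 15, 13 are genes of Fig. 3E, where *Map3k8*, *Spata31d1d* and *Tbr1* were missing. The paper's numbers of higher transcripts are 132 and 55, which Fig. 3D places outside the overlap.

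*Tbr1* was called in both KDs with the siRNA letter as a block, without *Zfp598* KD replicate A1, and without *Zfp598* KD replicates A2 and A3, the last chosen after seeing the data. The genes of Fig. 3E not called here in both KDs were *Chst15*, *Dnajb13*, *Gm50092*, *Grb10*, *Kcnmb2*, *Prr15*, *Slc43a1*, *Spata31d1d* and *Tbr1*. All of them except *Tbr1* were called in both KDs with DESeq2, and with siRNA B only every gene of Fig. 3E except *Tbr1* was called. The figure names *A340057M04Rik*, for which the annotation holds *A430057M04Rik*.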

Other observations

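Of the tests below, those of depletion of *Zfp598*, of the level in Scramble KD and of proportions without the most counted feature were chosen only after the result was seen. The genes past the threshold in each KD were set against other splits of the libraries. In *Fmr1* KD, 1 of 100 splits of the 12 libraries gave as many genes, the real one, and in *Zfp598* KD 2 of 100. The other of these gave 171 genes and set Scramble KD replicates A1, A2, A3 and B2 with *Zfp598* KD replicates A2 and A3 against the rest, so that it gathered the 4 libraries of these conditions in which the most counted feature took its largest shares. Without *Zfp598* KD replicates A2 and A3, a choice made after seeing the data, 162 genes were higher and 108 lower in *Zfp598* KD. For the 9 genes higher in both KDs, 1 of 100 regroupings of the 18 libraries gave as many. These splits mix libraries of different siRNAs. When whole siRNAs were regrouped instead, 23 of the 45 ways to make a control pair and 2 test pairs from the 6 siRNAs gave at least 9 shared genes (median 9, at most 115). These 45 ways include the real one, and each still holds the *Fmr1* and *Zfp598* siRNAs, so effects of the targets enter them too. With both Scramble siRNAs kept as the control, test pairs of 1 *Fmr1* and 1 *Zfp598* siRNA gave 6 and 10 shared genes. The 115 came with *Fmr1* siRNA A and *Zfp598* siRNA B as the control. The regrouping therefore cannot separate effects of single siRNAs from effects of the targets. With 2 siRNAs per target, effects of single siRNAs cannot be excluded as a source of the overlap.

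The 16 genes of Fig. 3E rose less with *Zfp598* siRNA A (median log2 fold change 0.52) than with siRNA B (2.03). A weaker depletion is argued against, since *Zfp598* differed between the siRNAs by 0.02 (0.0159, standard error 0.170). Lower depth is argued against too, since siRNA B libraries thinned to the depth of siRNA A still had at least 15 of the 16 genes past the threshold in 20 thinnings. The level of these genes in the Scramble libraries of the same letter does not account for all of it. With no Scramble library involved, the siRNA B libraries stood above the siRNA A libraries by a median fitted log2 fold change of 0.74 (0.7403). By this measure 16 of 16 genes were higher, and 7 passed the threshold. The mean CPM of *Gm50092* went the other way (2.42 with siRNA A and 2.35 with siRNA B). Against all 6 Scramble libraries the medians with siRNA A and siRNA B were 0.76 and 1.83. Protein levels were not analysed here, and an effect of *Zfp598* siRNA B on other transcripts was not tested.

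*Id3* rose in both KDs. Of *Id1*, *Id2* and *Id4*, 0 were higher at an adjusted p under 0.05 in both KDs, and 0 at an unadjusted p under 0.05. At the unadjusted p 1 of them, *Id2*, was higher in *Zfp598* KD (log2 fold change 0.81). Taken by siRNA, *Id2* was higher with *Fmr1* siRNAs A (0.94, adjusted p = 0.0407) and B (0.27, adjusted p = 0.535). It was also higher with *Zfp598* siRNAs A (0.63, adjusted p = 0.268) and B (0.88, adjusted p = 0.0230, all from edgeR's quasi-likelihood test). With 5 to 60 counts per library, a rise of *Id2* is not excluded. *Id4* had a log2 fold change of -0.88 in *Fmr1* KD and differed between the Scramble siRNAs by -2.33. Against the Scramble siRNA of the same letter it fell with siRNA A (-1.89 in *Fmr1* KD and -1.40 in *Zfp598* KD) and rose with siRNA B (0.92, adjusted p = 0.00348, and 1.35, adjusted p = 8.87e-05, from edgeR's quasi-likelihood test), so its pooled values average opposite changes.

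In *Zfp598* KD replicates A2 and A3 the most counted feature, which has no entry in the annotation, took 15.2% and 25.8% of counts. A mere loss of useful reads is argued against, because without that feature 25.9% of genes with a mean of 100 counts changed over 1.5-fold in proportion between replicates A1 and A3 and 10.3% between A1 and A2, against 0.36% to 7.7% in 15 other pairs of libraries. No biological explanation was tested.

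The gene with the smallest p in *Fmr1* KD was *Galnt3*, chosen after its values were seen, which the paper does not name. Its log2 fold change was -1.57 in *Fmr1* KD (adjusted p = 1.07e-08) and -0.84 in *Zfp598* KD (adjusted p = 1.90e-04, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it fell with each of the 4 siRNAs (-1.46, -1.67, -0.72 and -0.95). *Gapdh* is the loading control of Fig. 3A as a protein, and the RT-qPCR levels of Fig. S9 were normalized to GAPDH. Its mRNA had a log2 fold change of -0.62 in *Fmr1* KD (adjusted p = 0.0011 from edgeR's quasi-likelihood test) and -0.29 in *Zfp598* KD (adjusted p = 0.139 from the same test). By siRNA it was -0.68 and -0.57 with *Fmr1* siRNAs A and B, and -0.12 and -0.48 with *Zfp598* siRNAs A and B. A lower reference would raise the levels set against it, and its size in the RT-qPCR was not examined here. *Actb* did not differ (-0.0033 and 0.05). The stress response list, whose genes are driven by ATF4, was lower in *Fmr1* KD (median -0.26, 4 of 30 genes higher, adjusted p = 1.17e-06 with camera) and *Zfp598* KD (-0.24, 4 of 30 higher, adjusted p = 1.17e-06 with camera), but with the siRNAs pooled it passed in neither with fry. Taken by siRNA, it passed with fry as lower with *Zfp598* siRNA A (-0.15, adjusted p = 0.0289) and siRNA B (-0.41, adjusted p = 0.00217). It also did with *Fmr1* siRNA B (-0.61, adjusted p = 1.27e-05), but not with *Fmr1* siRNA A (0.03, adjusted p = 0.235). With both siRNAs pooled, the proliferation list did not pass in either KD (-0.11 and 0.02), nor did the interferon list in *Zfp598* KD (-0.02). In *Zfp598* KD these values average opposite changes of the siRNAs, each of which passed with camera and fry in the model with 6 groups. The proliferation list was 0.32 with siRNA A and -0.29 with siRNA B, and the interferon list -0.29 and 0.23. In *Fmr1* KD the proliferation list passed with siRNA B (-0.14) but not with siRNA A (-0.03).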
